# Molecular Encoding of Ischemic Stroke and its Resolution after Human Neural Stem Cell Therapy by Extracellular Vesicles

**DOI:** 10.1002/mco2.70400

**Published:** 2025-10-28

**Authors:** Chuheng Chang, Yiqing Wang, Xiaohang Liang, Renzhi Wang, Xinjie Bao

## Abstract

Extracellular vesicles (EVs) can cross the blood–brain barrier and enter the systemic circulation, potentially acting as peripheral biomarkers of stroke neuropathology. Here, we investigated alterations in EV RNA cargoes extracted from rat brain and plasma before and after stroke induction via middle cerebral artery occlusion and subsequent human neural stem cells (hNSCs) transplantation. EV RNA coexpression profiles were assessed, and digital source tracking was used to determine EV origin. The therapeutic effects of intra‐arterial delivery of hNSCs on ischemic rat brains were quantified, focusing on functional recovery, resolution of ischemic lesions, and the microenvironment. Stroke induced distinct EV secretion patterns, with a notable increase in EV secretion from non‐neuronal cells. hNSCs transplantation caused minimal immune rejection and transplanted cells survived in the brain for over a week. Stem cell‐derived EVs were detected in peripheral blood, indicating prolonged systemic distribution after transplantation. Gene regulatory network analyses identified specific EV miRNAs that play crucial roles in neurogenesis, wound healing, angiogenesis, and blood–brain barrier integrity. An integrated analysis of EV RNAs in brain and plasma samples revealed that stroke increased correlations in RNA expression between brain and plasma and that hNSCs transplantation reversed the effect. Brain‐ and plasma‐derived EVs carry similar molecular information after stroke, suggesting that plasma‐derived EV RNAs reflect stroke pathophysiology. Intra‐arterial transplantation of hNSCs improved outcomes after stroke in rats, by promoting endogenous neurogenesis and maintaining blood–brain barrier integrity. The identified EV miRNAs provided a new mechanism by which hNSCs transplantation regulates neural regeneration through the miR‐204‐5p/EFNB3 axis.

## 1 Introduction

Extracellular vesicles (EVs) are bilayered lipid nanoparticles arising from many cell types that play pivotal roles in waste disposal, signal transduction, and tumorigenesis [1]. Neurons and other diverse non‐neuronal cells including microglia, astrocytes, and endothelial cells secrete EVs in the brain [2]. EVs originating from the central nervous system (CNS) can cross the blood–brain barrier and enter the peripheral circulation, which, in pathological conditions, carry brain‐specific biomarkers of diseases including neurodegenerative disorders (Alzheimer's disease, Parkinson's disease) and stroke [3, 4, 5]. The presence of these biomarkers reflects neuroinflammatory responses and cytotoxic alterations within the CNS, offering a systemic window into the pathological processes occurring within the brain.

Ischemic stroke, which primarily arises from occlusion of cerebral blood vessels by thrombus, is the most common type of stroke and it frequently leads to chronic neurological dysfunction associated with poor clinical outcomes [6]. The administration of recombinant tissue plasminogen activator (rt‐PA) limits infarct volume and promotes neurological recovery, but its application is limited by a restricted therapeutic window and contraindications [7]. Neural stem cells (NSCs) transplantation might be a feasible means to promote neural repair and regeneration [8, 9]. The PISCES trial series has provided supporting evidence for the safety and potential therapeutic efficacy of human (h)NSCs‐based treatment [10, 11]. Our previous work in primate stroke models showed that transplantation of human NSCs (hNSCs) improves motor function and reduces infarct volume in the animal model [12]. Mechanistic investigations revealed that hNSCs promote functional recovery through restoring mitochondrial function, enhancing neurogenesis, and modulating immune responses.

To support preclinical and clinical trials, biomarkers to monitor the efficacy of cell‐based therapy and guide practice are required. EVs secreted by NSCs contain proneural miR‐9 and anti‐inflammatory miR‐7, which benefit stroke recovery [13, 14]. Notably, miR‐124, a highly abundant brain miRNA, demonstrated differential responses in distinct serum‐derived fractions following acute ischemic stroke. Specifically, miR‐124 isolated from serum EVs exhibited greater sensitivity to stroke onset than miR‐124 measured in whole serum [15]. Both serum EV‐derived and whole‐serum miR‐124 levels declined after the acute event; however, only the EV‐associated miR‐124 levels were restored following rt‐PA treatment, whereas whole‐serum miR‐124 levels remained unchanged. These observations highlight the potential of EV‐derived RNAs to more accurately reflect dynamic pathophysiological changes and to serve as sensitive biomarkers for evaluating therapeutic responses, including hNSCs transplantation.

Here, we examined alterations in EV RNA cargoes isolated from rat brain and plasma before and after stroke induced by middle cerebral artery occlusion (MCAO). We analyzed the coexpression profiles of EV RNAs and used a digital source tracking technique to establish the origins of EVs in the brain and plasma. Furthermore, we assessed the therapeutic impact of intra‐arterial human hNSCs transplantation and associated alterations in EV RNAs following transplantation. We showed that EV miRNAs play a pivotal role in stroke recovery by modulating neurogenesis, angiogenesis, and endothelial barrier function. Among the significantly enriched miRNAs, we identified miR‐204‐5p as a potential regulator of neurogenesis, acting through the modulation of EFNB3.

## 2 Results

### 2.1 Brain‐Derived EV RNA Expression Profiles after Stroke

Stroke was established in rats by transient occlusion (90 min) of the middle cerebral artery. Rats were euthanized for extraction of EV RNA from ipsilateral hemisphere brain tissues 4, 10, and 31 days after stroke (Figure S1A–C). 

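EV RNA was sequenced from 21 rats in 7 groups of 3 rats, comprising a healthy group and the control and hNSCs groups at 4, 10, and 31 days poststroke. Transplantation took place 3 days after stroke. mRNA and miRNA libraries were made from brain-derived and plasma-derived EVs of every rat, for a total of 84 libraries. For mRNA, the authors aligned reads to the rat genome build Rnor_6.0 and deposited the number of reads counted on each gene, without normalization, together with FPKM values. Annotated genes carry their symbols in these tables (gene-Map1b, for example), and transcripts that the authors assembled without an annotation are listed as new genes. Only annotated genes were used here unless stated otherwise. For miRNA, the authors deposited counts of unique molecular identifiers (UMIs), tags that mark each molecule before amplification, and TPM values, in which a count is divided by the library total. The mRNA libraries had no UMIs, so any limit drawn from a low count covers counting error only.

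The brain mRNA libraries held between 13221461 and 37651652 counts (median 19730248). Of these counts, 3.18% to 51.9% (median 20.6%) fell on annotated genes, and 6190 to 16116 annotated genes were detected per library. The plasma mRNA libraries held 11878367 to 49824782 counts (median 34417724), of which 45.1% to 75.6% fell on annotated genes. UMI counts ranged from 321776 to 1711169 (median 663315) in the brain miRNA libraries and from 429365 to 1899541 (median 1127032) in the plasma miRNA libraries. Known miRNAs took 81.6% to 96.2% of the counts in brain and 91.2% to 99.1% in plasma. Libraries of one group were compared by Pearson r across genes, which are not independent replicates. The median r was 0.835 for brain mRNA, 0.759 for plasma mRNA, 0.978 for brain miRNA and 0.960 for plasma miRNA.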

Microtubule‐associated protein‐1b and 1a (Map1b/a) were the most abundantly expressed transcripts (Figure 1A), which are highly concentrated in dendritic spines and can be secreted into the extracellular space via EVs during neuronal depolarization [16]. 

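Over the 21 brain mRNA libraries, the mean FPKM of Map1b was 20.7 (SD 17.8, n = 21, range 2.54 to 61.2) and that of Map1a was 21.5 (SD 14.5, n = 21, range 3.67 to 49.3). By mean FPKM, Map1a ranked 49 and Map1b ranked 51 among annotated genes, and by median FPKM 33 and 48. The highest mean FPKM values belonged to Apoe at 176 (SD 145), LOC310926 at 157.5 (SD 73.7), Ptms at 130 (SD 73.4), Fth1 at 92.9 (SD 78.4) and Calm3 at 68.9 (SD 81.5). Ranked by mean count, a measure that FPKM corrects for transcript length and library size, Map1b came first with 24077 counts and Map1a came after LOC310926, at rank 3, with 21474 counts. By median count LOC310926 came first with 22613, before Map1b with 17135 and Map1a with 16129. Both Map1 genes are long, and neither changed by more than its standard error between the control group at 4 days and the healthy group. The log2 fold changes were −0.04 for Map1b (standard error 0.27) and −0.02 for Map1a (standard error 0.27).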

Gene ontology analysis revealed that brain EV mRNAs were involved in dendrite development and axonogenesis and vesicle‐mediated transport in synapses (Figure 1B).

**FIGURE 1:**
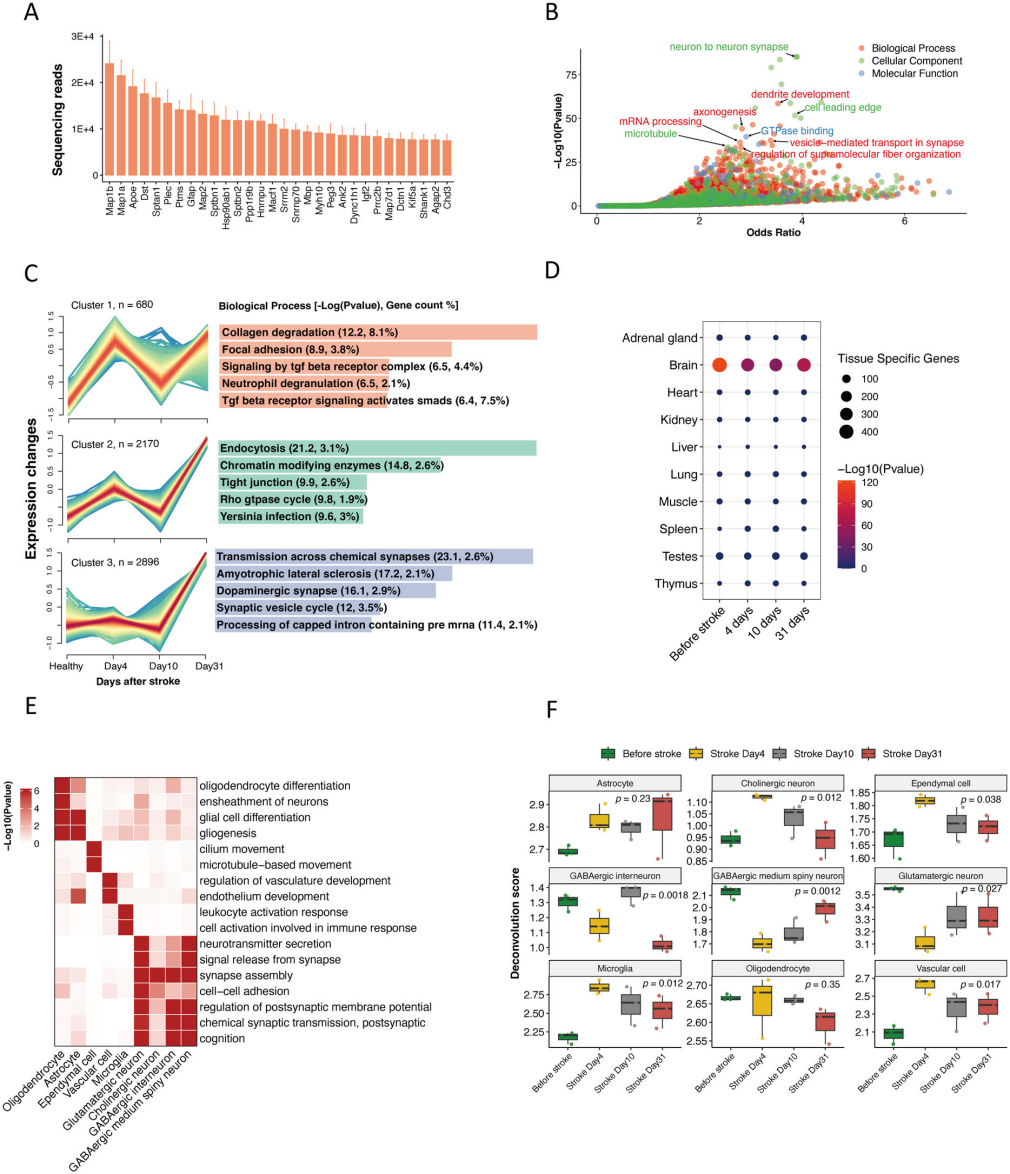
Source tracking of brain‐derived EVs. (A) The top 30 most abundant rat brain‐derived EV mRNA cargoes. (B) Gene ontology enrichment dot plot of the top 3000 expressed mRNAs in brain‐derived EVs. (C) Coexpression analysis of mRNAs in brain‐derived EVs. The left panel depicts cluster trajectories, and the right panel illustrates the corresponding pathway annotations for each cluster. Each trajectory line represents an individual gene, and the color gradient from red to blue indicates the degree of conformity of genes to the central trajectory. (D) Tissue enrichment analysis of brain‐derived EVs. The size of each circle represents the number of tissue‐specific genes present in the corresponding tissue, and the color gradient from red to blue reflects the statistical significance. (E) Functional enrichment of the cell type‐specific genes from the signature matrix. (F) Source tracking analysis based on deconvolution of brain‐derived EVs. *n* = 3 animals per group. Differences observed within distinct cell types across various time points were evaluated by analysis of variance.

Coexpression analysis revealed three distinct mRNA expression temporal trajectories (Figures 1C and S1D and Table S1). 

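Trajectories were computed from the 12 brain mRNA libraries of the healthy group and of the control group at 4, 10, and 31 days. Group means of log2(FPKM + 1) differed between the 4 groups with an SD over 0.5 for 4275 annotated genes, which were scaled gene by gene and divided into 3 clusters by fuzzy c-means. Of these genes, 94.1% had their highest group mean at 31 days, 5.68% at 4 days, 0.211% at 10 days and 0.0468% in the healthy group. Over these 4275 genes, the median change in log2(FPKM + 1) against the healthy group was 0.48 at 4 days, 0.02 at 10 days and 1.34 at 31 days. The summed FPKM of annotated genes was 8091 ± 3835 (SD, n = 3) in the healthy group, 17033 ± 4008 at 4 days, 9971 ± 3974 at 10 days and 35300 ± 11620 at 31 days. The share of counts on annotated genes, which FPKM follows in part by construction, was 13.9% ± 6.91 in the healthy group and 23.5% ± 1.65, 12.26% ± 1.03 and 38.3% ± 6.89 at the successive days.

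The setting that moved these trajectories most was normalization of the annotated genes by edgeR's TMM method, which removes a shift common to all genes. It left 44.5% of 9033 genes highest at 31 days, 25.6% at 4 days, 14.2% at 10 days and 15.7% in the healthy group. Of the 1658 genes that passed the SD limit on both scales, 912 (55.0%) kept the same highest group. Leaving out each library in turn gave a share highest at 31 days between 89.2% and 97.3%.

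**Figure D1:**
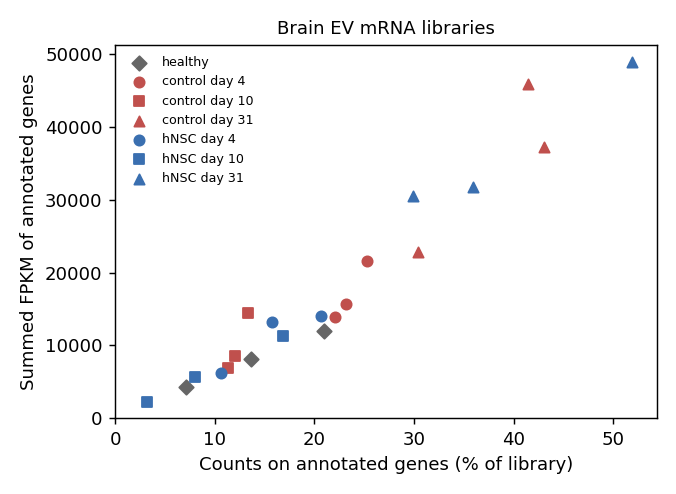
Summed FPKM of annotated genes against the share of each library's counts that fell on annotated genes, 1 point per brain mRNA library, with shape for the day and color for the group. The 6 libraries from 31 days lie between 29.9% and 51.9% of counts on annotated genes, above all libraries of the other groups.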

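In brain-derived EVs, the cluster that rose most between the healthy group and 4 days held 701 mRNAs. Its scaled mean was −1.18 in the healthy group, 0.655 at 4 days, −0.341 at 10 days and 0.867 at 31 days. Without the log scale, the matching cluster held 632 mRNAs and peaked at 4 days, with a scaled mean of 0.832 against 0.626 at 31 days.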

Genes within cluster 1 were highly expressed 4 days after stroke, followed by attenuation at 10 days and a subsequent surge at 31 days, containing representation of collagen degradation, focal adhesion, neutrophil degranulation, and TGF‐β signaling pathways. Expression levels in cluster 2 were similar to cluster 1; however, expression at 31 days was notably higher than at day 4. 

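A further 1780 mRNAs formed the second cluster, with scaled means of −0.796 in the healthy group, 0.128 at 4 days, −0.665 at 10 days and 1.33 at 31 days. Its maximum at 31 days was also found without the log scale.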

Pathways associated with this cluster were related to endocytosis, chromatin modification, tight junctions, and the Rho GTPase cycle. Genes within cluster 3 were elevated exclusively at 31 days poststroke and were involved in chemical synapse transmission, dopaminergic synapses, synaptic vesicle cycle, and capped intron‐containing pre‐mRNA processing pathways.

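The third cluster comprised 1794 mRNAs whose scaled means were −0.484 in healthy rats and −0.253, −0.707 and 1.44 at the 3 successive time points. After TMM normalization, the cluster means peaked at 4 days for 3109 mRNAs and at 31 days for 2755 and 3169 mRNAs. Among the last of these, the lowest mean was at 4 days (−0.726) and the healthy group lay at 0.472.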

To evaluate the tissue origin of EVs, we constructed a signature matrix incorporating tissue‐specific genes (TSGs) unique to 10 organs: brain, heart, kidney, adrenal gland, liver, lung, muscle, spleen, testes, and thymus. As expected, enrichment scores were highest for brain TSGs (Figure 1D). Notably, brain‐specific TSG scores in rats before stroke surgery were higher than those after stroke, suggesting infiltration of EVs originating from nonbrain tissues into the CNS after stroke.

To dissect the distinct brain cell types responsible for the production of brain‐derived EVs, we created a customized cell matrix incorporating different brain cell types including oligodendrocyte, astrocyte, ependymal cell, vascular cell, microglia, GABAergic medium spiny neuron, GABAergic interneuron, cholinergic neuron, and glutamatergic neuron (Figures 1E and S1E,F and Table S2). Under physiological conditions, glutamatergic excitatory neurons were the primary sources of EVs. However, 4 days after stroke, neuronal EV secretion decreased, while non‐neuronal cells—particularly microglia, vascular cells, and ependymal cells—increased their EV secretion (Figure 1F). 

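The cell matrix of the paper lists 100 marker genes for each of 10 cell types in Table S2. Here each cell type was scored by the mean of log2(CPM + 1) over its markers, with CPM after TMM normalization, in the same 12 libraries. The deconvolution itself and its single-cell reference were not used here, so a score gives the level of the markers and not a share of EVs. Between 73 and 94 markers per cell type were detected. In the healthy group, the glutamatergic neuron score was the highest of the 10 at 6.47 ± 0.138 (SD, n = 3). It was followed by oligodendrocytes at 6.33 ± 0.183, which differed from it by less than the spread between rats, then GABAergic medium spiny neurons at 5.63 ± 0.141 and astrocytes at 5.22 ± 0.332. Microglia scored 3.38 ± 0.470 and ependymal cells 1.79 ± 0.599.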

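At 4 days, the microglia score was 2.29 higher than in the healthy group, at 5.67 ± 0.277 (SD, n = 3), and each control rat exceeded each healthy rat (two-sided exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). The vascular cell score rose by 1.20 (exact p = 0.1), and the astrocyte and oligodendrocyte scores rose by 0.48 and 0.36 (exact p = 0.1 for each). The ependymal cell score was 0.02 lower (exact p = 1). The glutamatergic neuron score changed by −0.69 and that of GABAergic medium spiny neurons by −0.79 (exact p = 0.1 for each). GABAergic interneurons changed by −0.48 (exact p = 0.2) and the remaining GABAergic set of Table S2 by −0.59 (exact p = 0.3). On log2(FPKM + 1), where the median over 12504 genes was 0.34 in the healthy group and 0.62 at 4 days, the ependymal score and those of all neuronal types changed direction, with the glutamatergic neuron score higher by 0.12. When all 9 stroke rats were set against the 3 healthy rats, the difference was 2.07 for microglia (exact permutation test, p = 0.00455), 0.87 for vascular cells (exact p = 0.0364) and −0.64 for glutamatergic neurons (exact p = 0.0455).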

Interestingly, cholinergic neurons were the only neuronal subtype to exhibit upregulated EV secretion poststroke. 

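The cholinergic neuron score was 3.88 ± 0.544 (SD, n = 3) in the healthy group and 3.72 ± 0.116 in the control group at 4 days, a change of −0.16 (two-sided exact permutation test, p = 0.7). It then changed by −0.39 at 10 days (exact p = 0.5) and by 0.50 at 31 days (exact p = 0.3) relative to healthy rats. Restricting the score to markers listed for no other cell type gave a change of 0.02 at 4 days, and log2(FPKM + 1) gave 0.15.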

Notably, stroke‐induced changes in EV secretion gradually returned to baseline levels in subsequent weeks.

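Relative to the healthy group, the microglia score was 2.19 higher at 10 days and 1.74 higher at 31 days, and the vascular cell score 0.55 and 0.87 higher. The glutamatergic neuron score was lower by 0.78 at 10 days and by 0.44 at 31 days, and the ependymal cell score was 1.21 higher at 31 days (two-sided exact permutation test, p = 0.1). A permutation F test across the 4 groups gave Benjamini-Hochberg adjusted p values over the 10 cell types of 0.108 for microglia, 0.123 for ependymal cells, 0.148 for vascular cells, 0.156 for cholinergic neurons and 0.221 for glutamatergic neurons. None of the 10 scores passed an adjusted p of 0.05. The number that passed rose to 7 without the first control rat at 10 days, and to 10 on log2(FPKM + 1). From the deconvolved shares of these cell types, the paper states that EV secretion shifted from neurons to non-neuronal cells at 4 days and then moved back toward the healthy state.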

### 2.2 Expression Profiles of Plasma‐Derived EV RNAs after Stroke

Next, analysis of RNA enrichment in plasma‐derived EVs revealed that hemoglobin subunit α 2 and 1 (Hba2/1) were the most abundant mRNAs in plasma‐derived EVs (Figure 2A). 

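In the 21 plasma mRNA libraries, the mean FPKM was 24000 for Hba2 (SD 20219) and 22170 for Hba1 (SD 19170), ranks 1 and 2 by FPKM and also by count. Hba1 and Hba2 have nearly identical sequences and how the authors' counting divided reads between them is not stated, so their separate values are uncertain. The next highest mean FPKM values were 5504 for LOC100134871, 4303 for Hbb and 3115 for Pf4, a platelet gene. The 11 hemoglobin genes took between 0.895% and 28.2% of the counts on annotated genes in plasma (median 10.5%) and between 0.0122% and 0.142% in brain (median 0.0458%). Albumin (Alb) ranked 26 with a mean FPKM of 891.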

Enrichment analysis revealed that plasma‐derived EV mRNAs were related to the cellular component of the actin cytoskeleton and were involved in the biological processes of fiber organization, intracellular transport, myeloid cell differentiation, and ameboid‐type cell migration (Figure 2B). Three distinct temporal trajectories were identified in the coexpression analysis (Figures 2C and S1G and Table S1). 

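In the corresponding 12 plasma mRNA libraries, 3395 annotated genes passed the same SD limit and were divided into 3 clusters in the same way. The highest group mean was at 31 days for 43.9% of them, at 4 days for 27.2%, in the healthy group for 19.2% and at 10 days for 9.72%. These shares depended on single libraries. Without the second healthy rat, 42.1% were highest in the healthy group and 31.7% at 31 days. After TMM normalization, 34.0% were highest in the healthy group, 26.3% at 31 days, 22.07% at 4 days and 17.7% at 10 days. Of 3115 genes that passed the limit on both scales, 2775 (89.1%) kept their highest group.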

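The plasma cluster with its maximum at 4 days held 1146 mRNAs. Its scaled means were 0.0733 in the healthy group, 0.778 at 4 days, −0.948 at 10 days and 0.0962 at 31 days. After TMM normalization, no cluster had its maximum at 4 days. A cluster of 2872 mRNAs then stood at 0.561 in the healthy group and 0.400 at 4 days. A maximum at 4 days was found without the log scale (0.991) and with a minimum SD of 0.25 (0.827).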

Cluster 1 contained genes peaking in expression on day 4 after stroke and participating in pathways related to complement and coagulation cascades, atherosclerosis, and osteoclast differentiation. Cluster 2 genes were upregulated at 31 days and were involved in pathways associated with endoplasmic reticulum protein processing, citric acid TCA cycle, respiratory electron transportation, and cofactor biosynthesis. 

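This second plasma cluster held 1368 mRNAs, with scaled means of −0.389 in the healthy group, 0.126 at 4 days, −0.784 at 10 days and 1.05 at 31 days. A cluster with its maximum at 31 days was also present after TMM normalization, where it held 3379 mRNAs.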

Cluster 3 contained genes that were downregulated following stroke and maintained low expression levels for over a month. These genes were linked to lymphocyte receptor signaling and platelet activation. 

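The third plasma cluster held 881 mRNAs. Its scaled mean was 0.390 in the healthy group and fell to −0.803 at 4 days, then stood at 0.239 at 10 days and 0.175 at 31 days. After TMM normalization, the cluster that was lowest at 4 days held 2906 mRNAs and had its maximum at 10 days (0.586, against 0.344 in the healthy group). Without the log scale, the matching cluster of 2702 mRNAs stayed low after stroke, with scaled means of 1.03 in the healthy group and then −0.377, −0.426 and −0.224 at the 3 days. With a minimum SD of 0.25 it held 2738 mRNAs, with 0.787 and then −0.485, −0.141 and −0.162.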

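Lymphocyte and platelet genes were examined through short marker lists, scored by mean log2(CPM + 1) after TMM normalization. The T cell list (Cd3e, Cd3d, Cd3g, Lck, Cd2) fell from 5.19 ± 0.258 (SD, n = 3) in the healthy group to 1.85 ± 0.598 at 4 days, a change of −3.34. It stayed 1.39 lower at 10 days and 0.90 lower at 31 days (permutation F test over the 4 groups, adjusted p = 0.0100 over 6 lists). Over the 9 stroke rats against the 3 healthy rats, the difference for this list was −1.88 (two-sided exact permutation test, p = 0.0409). The platelet list changed by −0.55 at 4 days (adjusted p = 0.488 from the permutation F test), with an SD of 2.03 among the 3 healthy rats. The red cell list was lower by 1.98 at 4 days and higher by 1.72 at 10 days (adjusted p = 0.00588), and liver and choroid plexus genes changed by 0.12 and 0.43 at 4 days (adjusted p = 0.836 for both, from the same permutation test). On log2(FPKM + 1), 1 of the 6 lists passed an adjusted p of 0.05 instead of 2. From the pathways of the cluster that fell after stroke, the paper states that the lost plasma mRNAs belonged to lymphocyte receptor signaling and platelet activation.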

Tissue enrichment analysis revealed that the liver and spleen were the primary sources of plasma EVs (Figure 2D).

**FIGURE 2:**
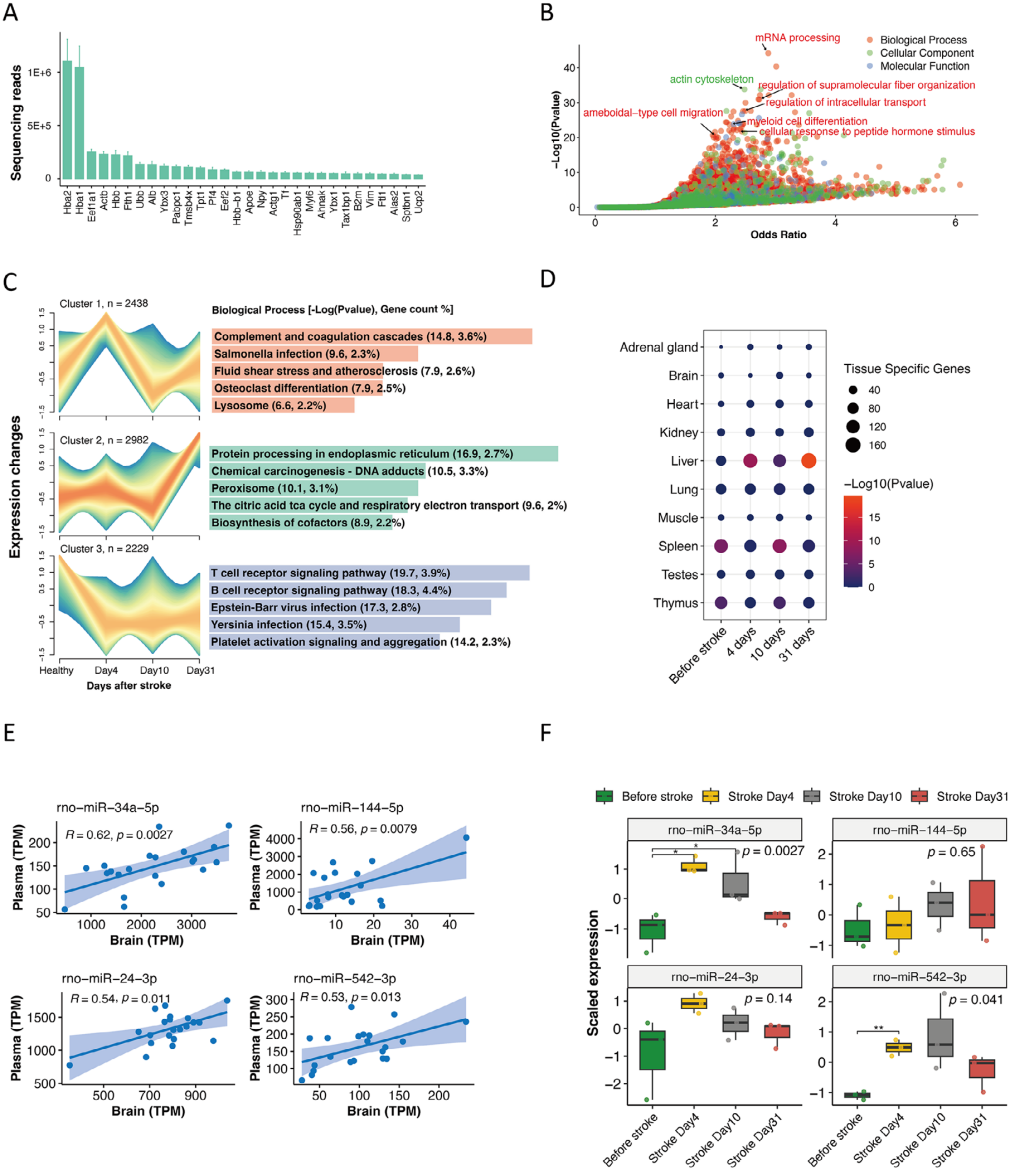
Source tracking of plasma‐derived EVs. (A) The top 30 most abundant rats plasma‐derived EV mRNA cargoes. (B) Gene ontology enrichment dot plot of the top 3000 expressed mRNAs in the plasma‐derived EVs. (C) Coexpression analysis of mRNAs in plasma‐derived EVs. The left panel depicts cluster trajectories, and the right panel illustrates the corresponding pathway annotations for each cluster. Each trajectory line represents an individual gene, and the color gradient from red to blue indicates the degree of conformity of genes to the central trajectory. (D) Tissue enrichment analysis of plasma‐derived EVs. The size of each circle represents the number of tissue‐specific genes present in the corresponding tissue, and the color gradient from red to blue reflects the statistical significance. (E) Correlation plots of the four miRNAs with the highest Pearson correlations between the brain and plasma. (F) Boxplot showing the expression levels of the four miRNAs in healthy controls versus stroke groups at 4, 10, and 31 days poststroke. For multigroup comparisons, we applied analysis of variance, while Student's *t*‐test was used for pairwise comparisons between stroke time points and the healthy control group. *p < 0.05, **p < 0.01.

To examine whether plasma EV miRNAs could reflect the expression changes of their brain counterparts, we compared their expression levels between brain and plasma. The top four most correlated miRNAs between brain and plasma were miR‐34a‐5p, miR‐144‐5p, miR‐24‐3p, and miR‐542‐3p (Figure 2E). 

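Correlations were computed over the 21 rats between the brain and plasma TPM of each rat, for 412 miRNAs with a mean TPM over 5 in either tissue. Pearson r was 0.620 for miR-34a-5p (permutation p = 0.00257, Spearman rho 0.591), 0.563 for miR-144-5p (p = 0.0120, rho 0.388), 0.543 for miR-24-3p (p = 0.0123, rho 0.329) and 0.533 for miR-542-3p (p = 0.0128, rho 0.490). All p values were two-sided, and after Benjamini-Hochberg adjustment over the 412 tests each of these 4 had an adjusted p of 0.439. Leaving out the 2 rats farthest from the median brain TPM lowered r to 0.417, 0.312, 0.106 and 0.368, respectively, so the correlation of miR-24-3p rests on those rats. Among all miRNAs, 26 were positively and 11 negatively correlated at an unadjusted p under 0.05, where chance alone gives 10.3 in each direction. No adjusted p was under 0.05. With values centered within groups, 16 positive correlations passed the unadjusted threshold, and in the 12 rats without hNSCs r was −0.0498 for miR-144-5p. Recomputed r differed by less than 0.01 from the paper's for all 19 miRNAs of Table S3.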

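In plasma-derived EVs, log2(TPM + 1) of miR-34a-5p was 0.71 higher in the control group at 4 days than in the healthy group (two-sided exact permutation test, p = 0.1), and that of miR-542-3p was 0.82 higher (exact p = 0.2). At 31 days the differences were −0.23 for miR-34a-5p (exact p = 0.8) and 0.41 for miR-542-3p (exact p = 0.6). A permutation F test over the healthy group and the 3 time points gave p = 0.0641 for miR-34a-5p and p = 0.431 for miR-542-3p, with adjusted p values over the 4 miRNAs tested of 0.257 and 0.574. The change of miR-34a-5p at 4 days lay between 0.28 and 0.98 when each library was left out, the former without the second healthy rat. For miR-542-3p this range was 0.45 to 1.20.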

We found that miR‐34a‐5p and miR‐542‐3p distinguished stroke groups from healthy groups 4 days after stroke, gradually returning to baseline levels by day 31. 

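For miR-34a-5p at 10 days, the difference from healthy rats was 0.67 (two-sided exact permutation test, p = 0.1), and for miR-542-3p it was 0.47 (exact p = 0.4). On TMM-normalized CPM the 3 differences for miR-34a-5p were 0.45, 0.69 and −0.36 at the successive time points (exact p = 0.2, 0.2 and 0.4). The other 2 miRNAs of the comparison between tissues, miR-144-5p and miR-24-3p, differed from healthy rats by −0.38 and 0.33 at 4 days and by 1.00 and 0.29 at 10 days (exact p = 1, 0.2, 0.7 and 0.4). With each library left out, the change at 4 days lay between −1.28 and 0.40 for miR-144-5p. For miR-24-3p it lay between 0.11 and 0.49.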

Notably, miR‐34a‐5p remained stably elevated at 10 days poststroke, suggesting its potential as a biomarker within this early poststroke period (Figure 2F). This finding suggests these two peripheral miRNAs could serve as indicators of the CNS and might also be useful biomarkers of ischemic stroke. Additionally, we also compared mRNA expression levels between plasma‐derived EVs and brain‐derived EVs (Figure S1H and Table S3). 

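For mRNA, the same comparison over 21 rats used FPKM and covered 3369 genes with a mean of at least 1 in both tissues. At an unadjusted permutation p under 0.05, 244 genes were positively and 9 negatively correlated, with 84.2 given by chance in each direction. After Benjamini-Hochberg adjustment none passed 0.05. The number of positive correlations varied with the setting, from 70 with values centered within groups to 815 of 16175 genes without the FPKM limit, and TMM normalization gave 126, of which 2 passed adjustment. Without the first control rat at 31 days there were 154, and without the first healthy rat 380. The values of r matched those of Table S3 to within 0.01 for all 160 listed mRNAs found in the tables. The listed mRNAs had a median r of 0.499, or 0.292 after centering.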

While some of these miRNAs and mRNAs showed good correlation between plasma and brain‐derived EVs, miRNAs were significantly more abundant. 

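Among the RNAs of Table S3, the 160 mRNAs had a median of 2.04 FPKM in brain and 10.5 FPKM in plasma, and the 19 miRNAs had a median of 95.0 TPM in brain and 34.2 TPM in plasma. FPKM is relative to transcript length and to the mRNA library, and TPM of miRNAs to the miRNA library, so the units do not give the relative abundance of the 2 kinds of RNA. From earlier studies of vesicle size and the measured size of its EVs, the paper proposes that EV miRNAs may be the more stably expressed.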

Previous studies have demonstrated that cells secrete EVs of different sizes, such as microvesicles and exosomes. For microvesicles larger than 200 nm, mRNA is more abundant, while for exosomes with diameters between 100 and 200 nm, miRNAs are more abundant and stable [17]. In this study, our extracted EVs were about 100–200 nm in size (Figure S1C). Thus, EV‐miRNAs, rather than EV‐mRNAs, enriched by our method may be more stably expressed.

We compare our results with previous studies that examined the small RNA sequencing of plasma EVs from patients with stroke [18]. Among these, rno‐miR‐532‐3p, rno‐miR‐15b‐3p, rno‐miR‐423‐5p, and rno‐miR‐155‐5p, which correspond to their human counterparts (hsa‐miR‐532‐3p, hsa‐miR‐15b‐3p, hsa‐miR‐423‐5p, and hsa‐miR‐155‐5p), were found to be downregulated in both datasets. Additionally, rno‐miR‐181b‐1‐3p and rno‐miR‐29a‐5p, corresponding to hsa‐miR‐181b‐1‐3p and hsa‐miR‐29a‐5p, were upregulated in both datasets. These findings highlight an overlap in EV‐miRNA expression patterns between the two studies, suggesting conserved molecular mechanisms in stroke pathogenesis and potential cross‐species biomarkers for stroke diagnosis.

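In the plasma miRNA libraries, 309 known miRNAs passed edgeR's expression filter. At 4 days, the log2 fold change of the control group against the healthy group was −0.90 for miR-532-3p (standard error 0.32), −1.37 for miR-15b-3p (standard error 0.46) and −1.09 for miR-423-5p (standard error 0.38), each with an adjusted p of 0.213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was −1.13 for miR-155-5p (standard error 0.51, edgeR adjusted p = 0.265). All 3 control rats were below all 3 healthy rats for each of these miRNAs. Groups that did not overlap, in either direction, were found for 27.2% of the miRNAs tested (10% by chance). For miR-15b-3p, for instance, the mean was 23.5 ± 1.60 CPM (SD, n = 3) against 60.9 ± 15.0 CPM. At 10 days the fold changes were −0.78, −0.65, −0.47 and −0.94 in the same order, and at 31 days −0.60, −0.02, −0.95 and −1.19. Leaving out 1 library turned miR-423-5p at 10 days to 0.19.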

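For miR-29a-5p the log2 fold change at 4 days was 1.39 (standard error 0.73, edgeR quasi-likelihood adjusted p = 0.346), with 14.6 ± 4.84 CPM (SD, n = 3) in the control group and 5.60 ± 3.61 CPM in the healthy group. It was −0.25 at 10 days and 0.42 at 31 days, and leaving out single libraries changed its sign at both of these days (0.36 at the first and −0.36 at the second). miR-181b-1-3p was listed in the tables but had too few counts to pass the expression filter. Over all plasma miRNAs, the control group at 4 days differed from the healthy group by an adjusted p under 0.05 and more than 1.5-fold in 1 miRNA, miR-9a-3p, with a log2 fold change of 5.80 (standard error 1.02, adjusted p = 0.00503, 78.4 ± 16.5 against 1.28 ± 0.418 CPM). That call was lost without the first or the second healthy rat. At an unadjusted p under 0.05, 19 miRNAs were higher and 31 lower, and DESeq2 called 3 higher and 1 lower. No miRNA was called by edgeR at 10 or 31 days, against 9 higher and 14 lower and 26 higher and 25 lower at the unadjusted threshold. DESeq2 called 0 and 18 at these days and limma 0 at both, and without the third control rat at 31 days edgeR called 17 higher and 14 lower. The paper sets these miRNAs beside those of patients with stroke and states that their directions were shared.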

### 2.3 hNSCs Transplantation Promotes Stroke Recovery in Rats

hNSCs were dissociated from neurospheres and expressed NSC markers nestin and Sox2 but not immune‐related markers CD86 and HLA‐DR. hNSCs demonstrated their multipotency by differentiating into neuronal lineages expressing β‐III tubulin (Tuj1) and astroglial lineages expressing glial fibrillary acidic protein (GFAP) in vitro (Figure S2A,B). Subsequently, hNSCs (2 × 10^5^ cells per rat in 0.2 mL suspension) or saline (0.2 mL) were administered to stroke‐induced rats via carotid artery injection. Functional tests, brain imaging, and tissue collection were completed within the following month (Figure 3A).

**FIGURE 3:**
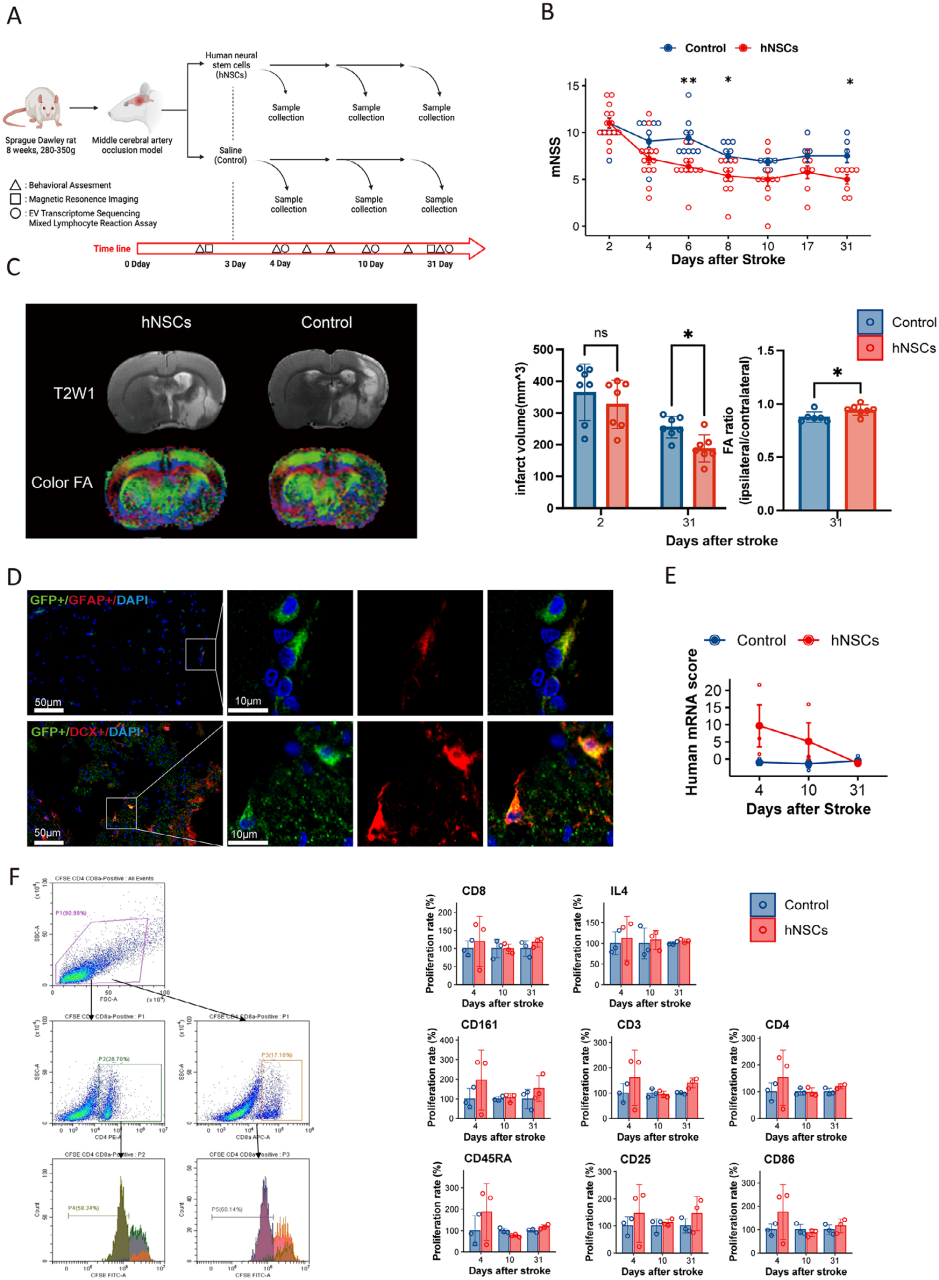
Intra‐arterial delivery of hNSCs enhances functional recovery in stroke‐induced rats. (A) Schematic of the experimental design. (B) Modified neurological severity score (mNSS) evaluation of stroke rats after hNSCs transplantation. *n* = 15 animals per group. Statistical significance was assessed using multivariate analysis of variance. *p < 0.05, **p < 0.01. (C) Left panel: Representative magnetic resonance imaging scans of rat brains with T2‐weighted and diffuse tensor imaging sequences. Middle panel: Quantification of infarct volume in stroke rats after hNSCs transplantation. Right panel: Relative fractional anisotropy in the infarct hemisphere of stroke rats after hNSCs transplantation. *n* = 7 animals per group. Data were compared using Student's *t*‐test. *p < 0.05. (D) GFP^+^ hNSCs differentiated into GFAP^+^ glial cells (upper panel) and DCX^+^ neuroblasts (bottom panel) in the infarcted hemisphere of the brain after transplantation. Scale bar = 50 µm (full view) and 10 µm (magnified view). (E) Quantification of human mRNA detected in rat plasma samples, as measured by *Z*‐scores. *n* = 3 animals per group. (F) Mixed lymphocyte reaction assay on CD3^+^, CD4^+^, CD8^+^, CD161^+^, IL4^+^, CD86^+^, CD45RA^+^, and CD25^+^ splenic cells. Left panel: Representative flow cytometry plots. Right panel: Quantification of the proliferation rate relative to the control group at 4 days post stroke. *n* = 3 animals per group. Data were compared using Student's *t*‐test. *p > *0.05.

The hNSCs‐treated group showed significant functional recovery compared with the control group (*p *< 0.05 at 6‐, 8‐, and 31‐days poststroke) as measured by the modified neurological severity score (mNSS) (Figure 3B), particularly in motor function recovery (Figure S2C). The adhesive removal test, which assesses sensorimotor function on the affected forelimb, showed an improving trend in the hNSCs‐treated group, although this difference was not statistically significant (Figure S2C). At 31 days, T2‐weighted magnetic resonance imaging (MRI) revealed a significant reduction in ischemic lesion volume in the hNSCs treatment group compared with controls (Figure 3C). Furthermore, diffusion tensor imaging (DTI) demonstrated notable increases in relative fractional anisotropy of white matter tracts in the hNSCs group (Figure 3C). Additionally, there were significant improvements in the relative mean diffusivity (MD) and radial diffusivity (RD) within the hNSCs groups (Figure S2D).

To evaluate the effectiveness of hNSCs transplantation, green fluorescent protein (GFP)‐labeled hNSCs (GFP‐hNSCs) were delivered intra‐arterially. One week posttransplantation, GFP‐hNSCs expressing doublecortin (DCX^+^) neuroblastic or GFAP^+^ glial markers were mainly found within and adjacent to blood vessels in the ipsilateral ischemic hemisphere (Figure 3D). To assess for hNSCs‐secreted EVs in transplanted rats, we assayed for human‐specific mRNAs in plasma EVs. Human‐specific mRNAs were detected in rats transplanted with hNSCs at both 4 and 10 days poststroke but not in nontransplanted rats (Figure 3E).

A mixed lymphocyte reaction assay was conducted to evaluate graft‐host responses elicited by hNSCs transplantation. The assay revealed no significant elevation in the proliferation of lymphocytes (CD3, CD4, CD8, CD45RA), natural killer cells (CD161), splenic dendritic cells (CD25), mast cells (IL‐4), or antigen‐presenting cells (CD86) in the hNSCs group compared with controls (Figure 3F).

Previous studies have reported that NSCs can suppress the inflammatory response induced by stroke [12]. To further investigate the role of NSCs in modulating inflammation within our experimental system, we measured inflammation‐related factors in plasma samples 10 days following stroke‐induced surgery. Our results revealed that none of the cytokines detected via the multiplex cytokine assay showed significant differences between the hNSCs group and the sham control. However, we observed a downward trend in proinflammatory factors such as IL‐1, IL‐2, CCL2, CCL3, CCL20, M‐CSF, and GM‐CSF in the hNSCs group, while IL‐13, an anti‐inflammatory factor, exhibited an upward trend (Figure S2E).

### 2.4 Alterations in EV mRNAs after hNSCs Transplantation

We isolated EVs secreted by hNSCs from serum‐free culture medium (Figure S3A–C). These EVs were enriched for mRNAs associated with hNSCs differentiation such as elongation factor 1α1 (EEF1A1) and tubulin α1 (TUBA1A) [19]. Gene ontology enrichment analysis of these mRNAs revealed that they participated in chromatin remodeling and mRNA processing (Figure 4A,B). We further analyzed pathway enrichment and grouped pathways with similar gene sets. Hub pathways, including mitotic pathways, neurotrophin signaling, and DNA replication, were identified. Several important metabolic pathways were also observed, including carbon metabolism, fatty acid metabolism, nitrogen metabolism, and nucleotide metabolism. Energy‐associated metabolic pathways, including the citrate cycle and pentose phosphate pathway, were also enriched (Figure 4C and Table S4).

**FIGURE 4:**
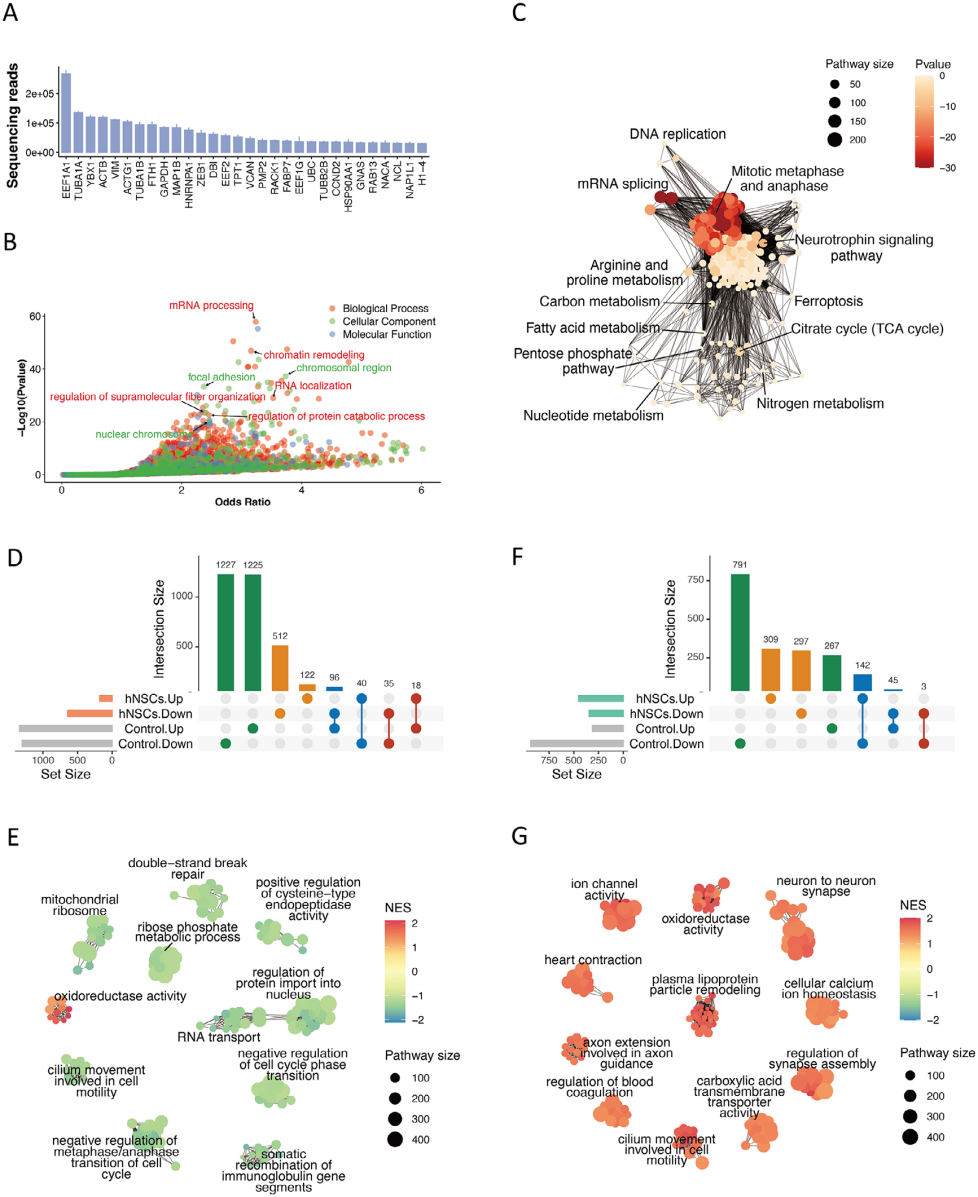
hNSCs‐secreted EV mRNA composition. (A) The top 30 most abundant hNSCs‐secreted EV mRNA cargoes. (B) Gene ontology enrichment dot plot of the top 3000 expressed mRNAs in the hNSCs‐secreted EVs. (C) Network visualization of pathway enrichment analysis for hNSCs‐secreted EV mRNAs. Each dot represents a pathway, while the lines between pathways resemble their shared pathway members. (D) An upset plot visualizing the overlapping patterns of differentially expressed mRNAs detected in brain‐derived EVs. The sets of mRNAs were either upregulated or downregulated in two main comparisons: between hNSCs transplantation and the control group (hNSCs.Up/Down) and between the control and healthy group (Control.Up/Down). (E) Geneset enrichment analysis of the mRNA expression changes between hNSCs transplantation and the control group in brain‐derived EVs. (F) An upset plot visualizing the overlapping patterns of differentially expressed mRNAs detected in plasma‐derived EVs. (G) Geneset enrichment analysis of differentially expressed mRNAs between the hNSCs and the control groups in plasma‐derived EVs. NES refers to the normalized enrichment score, with higher NES representing activation of a pathway.

To examine the influence of hNSCs transplantation on rat EV RNA composition, we compared changes in expression between the control group at 4 days poststroke and the healthy group, as well as the expression changes between the hNSCs and control group at 4 days poststroke (Figure S3D,E). 

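Differential expression was tested on the deposited counts of annotated genes with edgeR, by quasi-likelihood tests in 1 model of the 7 groups per tissue with TMM normalization and edgeR's expression filter. Features with a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold were called, the thresholds of the paper's methods, which name limma. In brain, 14515 mRNAs were tested. Between the control group at 4 days and the healthy group, 106 were called higher and 19 lower, against 1227 and 910 at an unadjusted p under 0.05. DESeq2 called 596 and 250, and limma on log2(FPKM + 1) called 253 and 1. Calls fell to 0 without replicate 1 or replicate 3 of the healthy group and to 8 higher without the first control rat, 51 higher and 3 lower without the second control rat, and 29 and 7 without the second healthy rat. The groups did not overlap for all 125 called mRNAs and for 24.2% of those tested (10% by chance).

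The named genes with the largest change were Spp1, Lgals3 and S100a11, which had no counts in any healthy library. Spp1 reached 668 ± 153 CPM (SD, n = 3) in the control group, at least 2085-fold above a floor of 3 counts over the healthy group (edgeR adjusted p = 0.011). Lgals3, with 103 ± 86.8 CPM, was at least 356-fold higher (edgeR adjusted p = 0.025), and S100a11, with 43.7 ± 24.8 CPM, at least 145-fold higher (edgeR adjusted p = 0.032). Between the hNSCs and control groups at 4 days, edgeR and limma called no brain mRNA, DESeq2 called 41 higher and 179 lower, and 286 were higher and 806 lower at an unadjusted p under 0.05. Without the second hNSCs rat, edgeR called 20 lower.

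In plasma, 14720 mRNAs were tested and the control group at 4 days had 1 called higher and 9 lower than the healthy group. DESeq2 called 193 and 714, limma 4 and 3, and the unadjusted counts were 206 and 656. Leaving out 1 library gave between 3 and 10 calls, the former without the second control rat. Without replicate 1 or 3 of the control group, or replicate 3 of the healthy group, 5, 7 and 5 were called. Il12rb2 and Kel had no counts in the control group and 34.4 ± 15.0 and 28.2 ± 31.5 CPM in the healthy group. They were lower by at least 792-fold and 681.5-fold (edgeR adjusted p = 0.028 and 0.0098), and Il12rb2 lost its call without any 1 of the 6 libraries. The hNSCs group differed from the control group in 1 mRNA, Tpx2, which had no counts in the hNSCs group and 10.3 ± 5.05 CPM in the control group, at least 169-fold lower (edgeR adjusted p = 0.000997). DESeq2 called 602 higher and 271 lower in that comparison and limma 3 higher, and the unadjusted counts were 379 and 201. Without replicate 3 of the hNSCs group, edgeR called 5 higher and 39 lower, without replicate 1 it called 3 and 1 and without replicate 2 it called 2 and 1. Without replicate 1 or 3 of the control group it called 1 and 2 or 2 and 1. In simulated counts with 200 changed genes, edgeR recovered 34% of 4-fold and 86% of 16-fold changes in the brain comparison of stroke and healthy rats, and 0.5% and 60% in that of plasma. The changed genes were drawn from those with a mean count above the median, so recovery at lower counts was not tested.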

There were negative correlations in differentially expressed mRNAs between the stroke control and the hNSCs treatment group in both brain (Pearson *r* = −0.289) and plasma (Pearson *r* = −0.493). Specifically, 96 mRNAs upregulated in brain‐derived EVs at 4 days poststroke were suppressed after hNSCs transplantation (Figure 4D). 

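Across the brain mRNAs tested, the log2 fold changes of stroke (control against healthy) and of hNSCs (hNSCs against control) had a Pearson r of −0.290 (jackknife standard error 0.194, Spearman rho −0.218). In plasma r was −0.594 (jackknife standard error 0.280, rho −0.464). These are correlations across genes, which are not independent replicates, and both contrasts contain the same 3 control libraries with opposite signs. With 50 simulated data sets in which no group differed, sharing the control libraries alone gave a median r of −0.478 in brain (range −0.504 to −0.445) and −0.500 in plasma (−0.522 to −0.480). All 50 simulated values in brain and none in plasma were as negative as the observed r. With the group labels of the 9 libraries permuted 50 times, r was as negative in 50 of 50 permutations in brain and in 13 of 50 in plasma. When 1 control library was used in one contrast and the other two in the other, r lay between −0.054 and 0.090 in brain and between −0.160 and −0.030 in plasma. Leaving out each library gave r from −0.405 to −0.202 in brain and from −0.731 to −0.378 in plasma. On log2(FPKM + 1), r was −0.579 and −0.369, and over the mRNAs called in either contrast it was −0.346 in brain (125 mRNAs) and −0.718 in plasma (11 mRNAs).

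**Figure D2:**
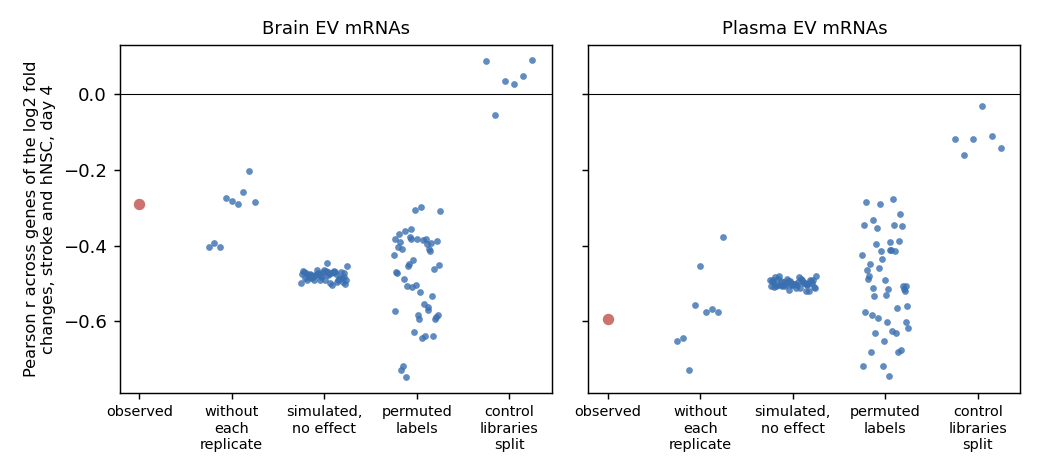
Pearson r across genes between the log2 fold changes of stroke and of hNSCs at 4 days in brain and plasma mRNA, with 1 point per run. Each panel sets the observed value beside the runs without each replicate, 50 simulations without an effect, 50 permutations of the labels and the 6 ways to split the control libraries, whose r lies near 0 in brain.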

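No mRNA was called by edgeR both higher after stroke and lower after hNSCs in brain, nor by limma, since neither tool called an mRNA lower between the hNSCs and control groups. DESeq2 gave an overlap of 12. At an unadjusted p under 0.05 the overlap was 92 mRNAs with edgeR and 268 with limma on log2(FPKM + 1). The 92 became 51 to 107 with 1 library left out, a check chosen after the result was seen. Under the same unadjusted threshold, simulated groups without an effect gave a median overlap of 44 (range 34 to 61) and permuted labels a median of 79 (range 26 to 568). The overlap was as large as 92 in 23 of 50 permutations, and with control libraries split between the contrasts it was 22 to 44.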

Gene set enrichment analysis (GSEA) revealed that DNA repair mechanisms and mitochondria‐associated molecules were attenuated after transplantation, while oxidoreductase activity was increased (Figure 4E). 

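Plasma mRNAs called lower after stroke and higher after hNSCs numbered 0 at an adjusted p under 0.05 with edgeR and with limma, and up to 4 when a library was left out, that number without the third hNSCs rat. DESeq2 gave 505 at an adjusted p under 0.05. At an unadjusted p under 0.05, edgeR gave 222 and limma on log2(FPKM + 1) gave 40. The 222 became 110 to 366 with 1 library left out, a check chosen after the result was seen. Groups simulated without an effect gave a median of 121.5 (range 97 to 158) and permuted labels a median of 74 (range 11 to 475), with 6 of 50 permutations as large. Splitting the control libraries gave 19 to 44.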

In plasma‐derived EVs, 142 mRNAs that were downregulated after stroke at 4 days were elevated in the hNSCs treatment group (Figure 4F). GSEA of plasma‐derived EVs demonstrated that hNSCs transplantation carried neuronal components into the rat circulation and increased ion channel, transmembrane transporter, and oxidoreductase activities (Figure 4G).

### 2.5 Alterations in EV miRNAs after hNSCs Transplantation

There is extensive evidence that EVs secreted by hNSCs exert their therapeutic effect through miRNAs [13]. We found that members of the let‐7 family, miR‐16‐5p, miR‐9‐5p, and miR‐125b‐5p were enriched in hNSCs‐secreted EVs (Figure 5A). miRNAs derived from rats and those secreted by hNSCs have high sequence similarity. Among the 503 miRNAs identified in hNSCs‐derived EVs, 162 (32%) exhibited identical sequences to those in rat miRNAs (Figure 5A and Table S5). About half of these miRNAs possessed sequences with less than three mismatches. We conducted gene enrichment analysis focusing on the target genes of the top 100 most abundant conserved EV miRNAs secreted by hNSCs. These miRNAs regulated biological processes of regeneration, mesenchymal cell differentiation, and epithelial cell migration (Figure 5B and Table S6).

**FIGURE 5:**
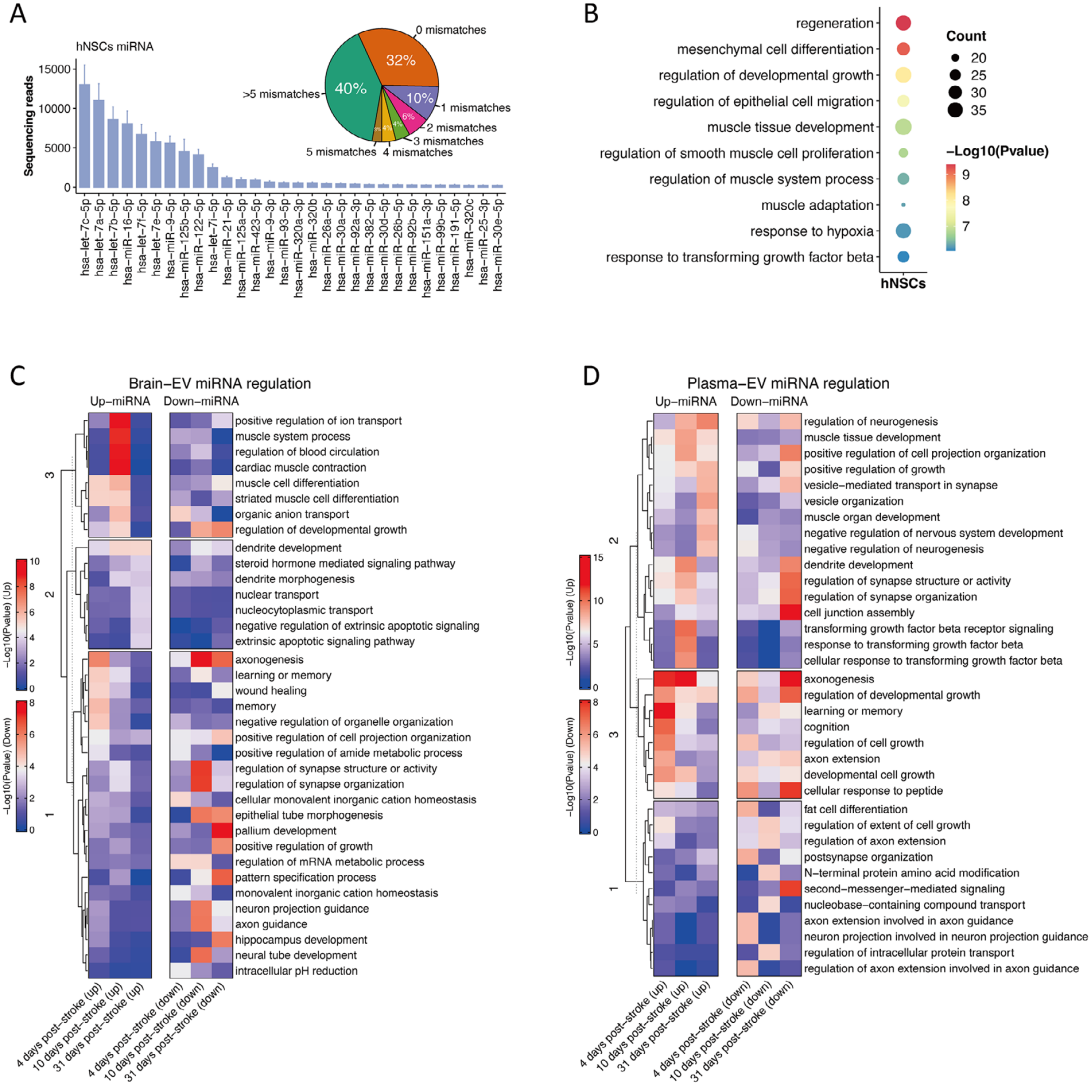
hNSCs‐secreted EV miRNA composition. (A) The top 30 most abundant hNSCs‐secreted EV miRNA cargoes. The pie chart in the upper‐right hand corner shows the proportion of miRNA sequence similarity between *Homo sapiens* and *Rattus norvegicus*. (B) A bubble plot of the top 10 pathways enriched by hNSCs‐secreted EV miRNA‐targeted genes. The size of each circle corresponds to the number of targeted genes within a particular pathway. (C) Heatmaps showing the pathways enriched by the up‐ or downregulated miRNAs in plasma‐derived EVs after hNSCs transplantation. (D) Heatmaps showing the pathways enriched by the up‐ or downregulated miRNAs in brain‐derived EVs after hNSCs transplantation.

Next, we compared temporal changes in miRNA profiles from brain and plasma EVs between stroke rats receiving hNSCs transplantation and nontransplanted controls at various poststroke time points (Figure S4A,B). 

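Known miRNAs that passed edgeR's expression filter numbered 350 in brain. In plasma, no miRNA was called between the hNSCs and control groups at 4 or 31 days and 3 were called higher at 10 days. At an unadjusted p under 0.05, 10 were higher and 4 lower at 4 days, 35 and 4 at 10 days, and 13 and 22 at 31 days. DESeq2 called 1, 5 and 1 miRNAs at the 3 time points and limma on log2(TPM + 1) none. The 3 calls at 10 days were miR-1-3p, miR-1b and miR-206-3p, named after their values were seen, with log2 fold changes of 2.86, 2.84 and 3.66 (adjusted p = 0.0471 for each from edgeR's quasi-likelihood test). miR-1-3p and miR-1b are near copies that the authors' counting could have divided. The 2 groups overlapped for all 3. Without the first hNSCs rat there were 5 calls and without the second control rat 2, while leaving out any other of the 6 libraries gave 0.

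In brain, 1 miRNA was called at 4 days, and none at 10 or 31 days. The call was miR-653-5p, with a log2 fold change of 3.72 (standard error 0.76, edgeR adjusted p = 0.0284), 20.8 ± 12.0 CPM (SD, n = 3) in the hNSCs group and 1.52 ± 1.56 CPM in the control group. It was also called by DESeq2 and limma, and it was lost without replicate 2 or 3 of the control group or replicate 1 or 2 of the hNSCs group. At an unadjusted p under 0.05, 10, 7 and 0 brain miRNAs were higher and 2, 9 and 3 lower at the 3 time points. DESeq2 called none at 10 or 31 days and limma 1 at 10 days. The groups did not overlap for 6% to 10.3% of the brain miRNAs and for 6.8% to 18.1% of the plasma miRNAs over the 3 days (10% by chance). In simulated counts for the comparison at 4 days with 77 plasma and 87 brain miRNAs changed, edgeR recovered 3.9% of 2-fold and 83.1% of 4-fold changes in plasma, and 78.2% and 100% in brain. The changed miRNAs were drawn from those with a mean count above the median. Recovery at lower counts, or with fewer miRNAs changed, was not tested.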

In plasma‐derived EVs, upregulated miRNAs at 4 days were involved in axonogenesis, cell growth, and mechanisms associated with learning or memory. At 10 and 31 days after stroke onset, upregulated miRNAs were involved in neurogenesis, dendrite development, synapse organization, and response to transforming growth factor signaling. Downregulated miRNAs in plasma EVs were associated with cell junction assembly, fat cell differentiation, peptide responses, and second‐messenger signaling (Figure 5C and Table S7). In brain‐derived EVs, the upregulated miRNAs were related to wound healing processes at 4 days and ion transport regulation at 10 days. Interestingly, at 10 and 31 days after stroke onset, the enriched downregulated miRNAs were involved in axonogenesis, neuron projection guidance, synapse structure organization, and pallium development (Figure 5D and Table S8).

Huang et al. [20] applied mesenchymal stromal cell transplantation to treat stroke rat models, and isolated EVs from blood plasma samples for miRNA sequencing. They found 61 miRNAs that were differentially expressed with predict targets. 

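Between the hNSCs and control groups in plasma, the log2 fold change of miR-17-5p was 1.27 at 4 days, −0.92 at 10 days and 1.06 at 31 days (edgeR quasi-likelihood adjusted p = 0.789, 0.512 and 0.521). That of miR-20a-5p, a close relative of miR-17-5p, was 0.85, −0.55 and 0.91 at the same days. miR-9a-5p changed by 0.61, 1.36 and 0.08, with its lowest edgeR adjusted p of 0.311 at 10 days. For miR-760-3p the values were 0.65, −0.06 and 1.33, and for miR-125b-2-3p −1.02, 1.09 and −0.70 (edgeR adjusted p at least 0.304 for both at every day).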

We compare their results with our differentially expressed miRNAs derived from plasma EV samples and found that 28% (17 out of 61) of these miRNAs overlapped with our results, including miR‐17‐5p, miR‐20a‐5p, miR‐9a‐5p, miR‐760‐3p, and miR‐125b‐2‐3p (Figure S4C). This demonstrates that there is a significant overlap in the miRNA profiles between the two studies, suggesting a conserved regulatory mechanism in response to stroke and cell‐based therapies. However, the remaining nonoverlapping miRNAs may reflect differences in the therapeutic mechanisms of mesenchymal stromal cells versus hNSCs, as well as variations in experimental design or sample collection timelines.

### 2.6 hNSCs Transplantation Reduces Brain–Plasma Correlations Induced by Stroke

It has been hypothesized that brain‐derived EVs carry inflammatory signals following acute stroke and transmit them to the peripheral plasma [21, 22]. We performed a joint brain–plasma EV RNA analysis to test this hypothesis. 

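Principal component analysis was run on log2 values of the 42 mRNA libraries (7924 genes) and the 42 miRNA libraries (490 miRNAs). The first component held 73.0% of the variance for mRNA, with brain libraries between −142.9 and −34.5 and plasma libraries between 59.5 and 126.6. For miRNA it held 84.7%, with brain libraries between −44.1 and −31.3 and plasma libraries between 32.5 and 44.8. No library of one tissue lay within the range of the other.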

Principal component analysis revealed that EV contents clustered according to tissue of origin (Figure S5A). 

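The brain and plasma mRNA profiles of each rat were compared by Pearson r across genes of log2(FPKM + 1), which gives 1 value per rat. The mean r in the control group was 0.551 ± 0.064 (SD, n = 3) at 4 days, 0.503 ± 0.15 at 10 days and 0.525 ± 0.025 at 31 days, and in the healthy group 0.377 ± 0.043. The difference between 4 days and the healthy group was 0.175 (two-sided exact permutation test, p = 0.1). The difference was 0.0479 from 10 days (exact p = 0.7) and 0.0263 from 31 days (exact p = 0.6), and the latter turned to −0.0012 with Spearman correlation. Without the log scale these differences were 0.227 and 0.189 (exact p = 0.1 for each). The brain and plasma profiles of the same rat were hardly more alike than those of different rats of one group, with a difference in mean r of 0.00165 (one-sided permutation test, p = 0.0531).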

Notably, correlations between brain and plasma were higher during an acute stroke at 4 days. By contrast, the correlation between brain and plasma was less pronounced without stroke and in those animals receiving hNSCs transplantation at 10 and 31 days poststroke (Figure 6A). 

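In the hNSCs group, the mean r was 0.477 ± 0.105 (SD, n = 3) at 4 days, 0.360 ± 0.043 at 10 days and 0.510 ± 0.042 at 31 days. The control group at 4 days exceeded the hNSCs group by 0.0748 at 4 days (two-sided exact permutation test, p = 0.4), by 0.191 at 10 days (exact p = 0.1) and by 0.0418 at 31 days (exact p = 0.4). With each library left out, the difference lay between 0.157 and 0.221 at 10 days and between 0.0079 and 0.0719 at 31 days. Over all time points, the 9 control rats had a mean r of 0.527 and the 9 hNSCs rats 0.449, and a permutation of the arm within time points gave an exact p of 0.0508. This p was 0.0285 on TMM-normalized CPM, 0.013 with Spearman correlation, 0.0158 with a pseudocount of 0.1, 0.0498 without hemoglobin genes, 0.244 for genes of at least 1 FPKM in both libraries and 0.324 without the log scale (exact permutation for each).

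**Figure D3:**
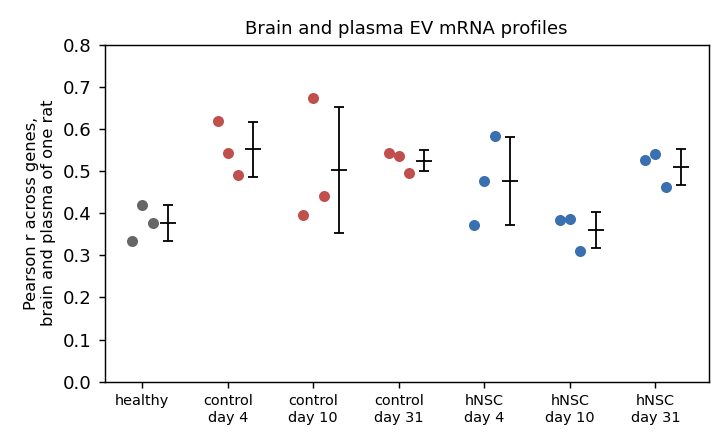
Pearson r across genes between the brain and plasma log2(FPKM + 1) of each rat, 1 point per rat in the 7 groups, with the mean and SD beside the points. The control group at 4 days lies between 0.491 and 0.619 and the healthy group between 0.334 and 0.420.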

Heatmaps visualizing the top 50 most variable mRNAs revealed that brain‐derived EVs exhibited a rich repertoire of markers associated with brain damage including myelin basic protein, S100 calcium‐binding protein B, vimentin, and apolipoprotein E [23, 24]. Importantly, the expression of these molecules was attenuated in the hNSCs transplantation group. Conversely, neuronal markers, including synaptosome‐associated protein 25 kDa, neurogranin, and calcium/calmodulin‐dependent protein kinase II inhibitor 1, were upregulated in the hNSCs group 31 days poststroke. 

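At 10 days, the log2 fold change in brain of the hNSCs group against the control group was −0.77 for Mbp (standard error 0.39, edgeR quasi-likelihood adjusted p = 0.391), −0.82 for S100b (standard error 0.31, adjusted p = 0.326), −0.88 for Vim (standard error 0.61, adjusted p = 0.568) and −0.41 for Apoe (adjusted p = 0.773). S100b was at 330 ± 26.3 CPM (SD, n = 3) against 584 ± 75.6 CPM, with no overlap between the groups. At 4 days the 4 fold changes were −0.13, −0.30, −0.26 and −0.03, and at 31 days −0.08, −0.09, −0.18 and −0.19, with an adjusted p of 1 for each from the same edgeR test. None of the 12 changes was called. The unit changes their size, since FPKM also follows the share of a library that fell on annotated genes. At 4 days, mean FPKM in the hNSCs and control groups was 46.4 ± 22.7 and 75.9 ± 30.1 for Mbp, 7.80 ± 5.21 and 13.8 ± 6.38 for S100b, 30.5 ± 19.3 and 54.6 ± 29.9 for Vim, and 143 ± 68.0 and 227 ± 126 for Apoe, with a summed FPKM of annotated genes of 11154 ± 4346 and 17033 ± 4008. limma on log2(FPKM + 1) called no mRNA in this comparison. With single libraries left out at 10 days, Mbp, Vim and Apoe reached 0.30, 0.50 and 0.25, respectively, while S100b stayed between −0.88 and −0.70. Against the healthy group, the control group at 4 days had Vim higher by a log2 fold change of 4.19 (edgeR adjusted p = 0.0110). Mbp, S100b and Apoe changed by 0.94, 0.40 and 1.49 and were not called.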

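At 31 days, the log2 fold change of the hNSCs group against the control group in brain was 0.17 for Snap25 (standard error 0.46), 0.21 for Nrgn (standard error 0.36) and 0.40 for Camk2n1 (standard error 0.38), each with an adjusted p of 1 from edgeR's quasi-likelihood test. Snap25 was at 907 ± 444 CPM (SD, n = 3) in the hNSCs group and 804 ± 262 CPM in the control group. The values were 1023 ± 439 and 885 ± 203 CPM for Nrgn, and 495 ± 221 and 376 ± 174 CPM for Camk2n1, so all 3 differences were smaller than the spread between rats. At 4 days the fold changes were −0.43, 0.18 and 0.23, and at 10 days 0.19, 0.48 and 0.11. The paper states that damage markers fell and neuronal markers rose with hNSCs on the basis of heatmaps of the 50 most variable mRNAs.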

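Of the 4894 genes with a mean FPKM of at least 1 in the brain libraries of the control group, 3842 (78.5%) had a mean of at least 1 FPKM in the plasma libraries of that group and 4643 (94.9%) had a count there. Vim, Apoe and Nrgn had counts in all 21 plasma libraries, Mbp and Camk2n1 in 20 and S100b in 11. Snap25 had counts in 2 plasma libraries and reached 1 FPKM in 0. In healthy rats, mean FPKM was higher in plasma than in brain for Vim (238.5 against 1.45), Apoe (182.3 against 42.65) and Nrgn (124.9 against 18.32). It was lower in plasma for Mbp, S100b, Camk2n1 and Snap25. Detection in plasma therefore does not show that an mRNA came from the brain.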

The mRNAs identified in brain‐derived EVs following stroke were also detectable in plasma EVs (Figure S5B). Comparing the brain–plasma correlation between hNSCs and control groups revealed that the control group had more mRNAs with a high correlation (Figure S5C). miR‐21‐5p, miR‐124‐3p, miR‐9a‐5p, and miR‐128‐3p are enriched in the brain and have been reported to have diagnostic value in early‐stage acute stroke [15, 25, 26]. However, only miR‐21‐5p and miR‐124‐3p had high brain–plasma EV correlations in the control group. 

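Brain and plasma FPKM were correlated over the 9 control rats and over the 9 hNSCs rats for 3369 genes. A positive r over 0.666, the value that reaches an unadjusted p of 0.05 with 9 rats, was found for 365 genes (10.8%) in the control group and 329 (9.77%) in the hNSCs group, a difference of 36. With the arm permuted within time points, 74 of 100 permutations gave a difference as large (permutation p = 0.743, permuted range −443 to 419). On log2(FPKM + 1) the counts were 285 and 284, and at r over 0.8 they were 116 and 111. Without the FPKM limit they were 1489 and 846, a difference of 643 (permutation p = 0.178).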

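In the 9 control rats, Pearson r between brain and plasma TPM was 0.795 for miR-21-5p (two-sided exact permutation p = 0.0060, adjusted p = 0.0480 over 8 tests, Spearman rho 0.717 with exact p = 0.0369) and 0.740 for miR-124-3p (exact p = 0.0318, adjusted p = 0.127, rho 0.782). Without the 2 rats farthest from the median brain TPM, r was 0.881 and 0.841, the latter with an exact permutation p of 0.143. Plasma miR-124-3p lay near the floor. It had 0 to 4 UMI counts per control rat at 4 days, 0 to 1 at 10 days and 0 at 31 days. In the hNSCs group it had at most 7, 2 and 1 at these days. Its r therefore rests on few molecules in either group. For miR-9a-5p r was −0.224 (exact p = 0.576, rho −0.217) and for miR-128-3p 0.517 (exact p = 0.158, rho 0.5). Leaving out each rat gave r between 0.624 and 0.927 for miR-124-3p, the lowest of these without the second control rat at 4 days, and adding the 3 healthy rats lowered it to 0.395. On log2(TPM + 1), the adjusted p of miR-21-5p was 0.106 (exact permutation). The 9 rats span 3 time points and their values were not centered by day, so a shift between days can contribute to r. Mean brain counts of miR-21-5p in the control group, for instance, were 9098 at 4 days, 8963 at 10 days and 1140 at 31 days.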

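In the 9 rats of the hNSCs group, Pearson r between brain and plasma TPM was −0.021 for miR-21-5p (two-sided exact permutation p = 0.955, rho −0.05), 0.245 for miR-124-3p (exact p = 0.504, rho 0.374), 0.604 for miR-9a-5p (exact p = 0.121, rho −0.233) and 0.581 for miR-128-3p (exact p = 0.103, rho 0.767 with exact p = 0.0214). For miR-21-5p, r was 0.573 without the 2 rats farthest from the median brain TPM and lay between −0.259 and 0.418 with each rat left out. The value for miR-9a-5p rests on 1 rat, and without the first hNSCs rat at 4 days it was −0.650. For miR-128-3p, r was 0.296 without the 2 farthest rats. The difference in r between the control and hNSCs groups was 0.816 for miR-21-5p (exact permutation of the arm within time points, 8000 arrangements, p = 0.0318, adjusted p = 0.127 over 4 miRNAs). For miR-124-3p the difference was 0.495 (exact p = 0.0783), for miR-9a-5p −0.829 (exact p = 0.485) and for miR-128-3p −0.064 (exact p = 0.81).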

No significant correlation was found in the hNSCs group (Figure S5D). These results suggest that the correlation between brain and plasma EVs was linked to the acute phase of stroke and may attenuate over time or with hNSCs treatment.

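The paper reasons from the higher profile correlation at 4 days, the larger number of highly correlated mRNAs in the control group and the correlations of miR-21-5p and miR-124-3p in that group alone to a link between brain and plasma EVs that belongs to the acute phase, and proposes that it may weaken with time or with hNSCs.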

**FIGURE 6:**
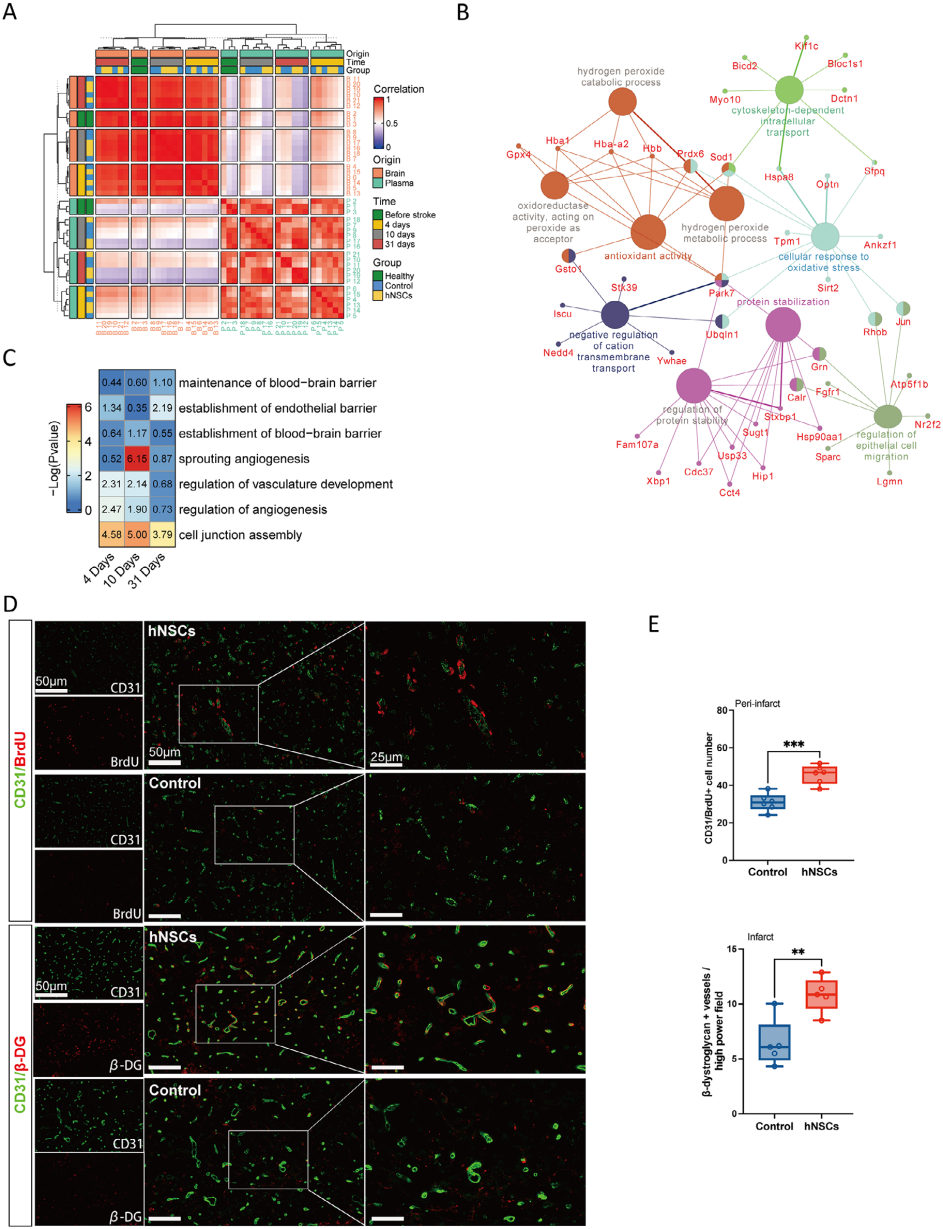
Brain–plasma EV RNA correlation and regulation on blood–brain barrier integrity. (A) Pearson correlations between brain and plasma EV mRNAs visualized in a heatmap. The heatmap was segmented into different sectors representing their origins and time points of collection. (B) Pathway enrichment network of highly correlated mRNAs. Different colors represent different pathway modalities. (C) Pathways related to angiogenesis and blood–brain barrier integrity enriched by differentially expressed brain EV miRNAs after hNSCs transplantation. (D) CD31^+^/BrdU^+^ proliferating endothelial cells in the peri‐infarct areas at 14 days poststroke and βDG^+^ astrocytic end‐feet in the infarct areas at 31 days poststroke. Scale bar = 50 µm (full view) and 25 µm (magnified view). (E) Quantitative assessment of endothelial cell density and astrocytic end‐feet coverage between the two groups within the infarct areas. *n* = 5 rats per group, and each dot in the plot represents an animal assessed. Statistical significance was determined by the Student's *t*‐tests, **p < 0.01, ***p < 0.001.

To evaluate the molecular information delivered by EVs during stroke, we performed enrichment analysis based on highly correlated mRNAs in brain and plasma. Associated mRNAs participated in oxidative stress, antioxidant activity, protein stabilization, epithelial cell migration, and transportation mechanisms (Figure 6B). 

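For Park7, Prdx6, Jun and Calr, Pearson r between brain and plasma FPKM over the 21 rats was 0.519 (permutation p = 0.0162, Spearman rho 0.442), 0.464 (p = 0.0335, rho 0.156), 0.592 (p = 0.00473, rho 0.409) and 0.558 (p = 0.00832, rho 0.460). Benjamini-Hochberg adjusted p values over the mRNAs tested were 0.587, 0.644, 0.398 and 0.455. Without the 2 rats farthest from the median, r was 0.490, 0.358, 0.445 and 0.440. Park7 gave −0.134 with values centered within groups, and Jun gave −0.0355 on TMM-normalized CPM.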

The hub genes connecting these processes included parkinsonism‐associated deglycase (Park7), peroxiredoxin 6 (Prdx6), Jun proto‐oncogene (Jun), and calreticulin. These molecules were highly correlated between brain and plasma, especially in the control groups (Figure S6A). 

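In the 9 control rats r was 0.491 for Park7, 0.730 for Prdx6, 0.801 for Jun and 0.806 for Calr, and in the 9 hNSCs rats 0.641, −0.260, 0.049 and 0.187 in the same order. The Spearman rho of the control rats was 0.667, 0.650, 0.767 and 0.717 (two-sided exact permutation p = 0.0589, 0.0666, 0.0214 and 0.0369). Leaving out the 2 control rats farthest from the median gave r of 0.649, 0.485, 0.756 and 0.312. The value for Calr thus rests on those rats in FPKM without the log scale. On the log2 scale, r for Calr was 0.648 and stayed at 0.659 without the 2 farthest rats. A difference in r between the groups was not tested for these 4 genes. The 9 rats of a group span 3 time points and were not centered by day, so shifts between days can contribute to r. Mean Calr in the control group at 31 days, for instance, was 13.3 FPKM in brain and 117 FPKM in plasma. At 4 days these means were 4.785 and 65.7 FPKM.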

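In brain, the log2 fold change of the control group at 4 days against the healthy group was 0.63 for Park7 (standard error 0.68, edgeR quasi-likelihood adjusted p = 0.858), 1.63 for Prdx6 (standard error 0.65, adjusted p = 0.227), 1.10 for Jun (standard error 0.61, adjusted p = 0.447) and −0.21 for Calr (standard error 0.36, adjusted p = 0.950). The groups did not overlap for Prdx6 and Jun. In plasma these changes were 0.05, 0.37, 1.48 and 0.36, with the lowest edgeR adjusted p, 0.742, for Jun. Between the hNSCs and control groups at 4 days, the brain fold changes were −0.14, 0.16, −0.01 and 0.17 (edgeR adjusted p = 1 for each) and the plasma fold changes −0.16, −0.24, −1.62 and 0.47. For Jun in plasma the edgeR adjusted p was 0.814. None of these changes was called. In brain FPKM, by contrast, all 4 means were higher at 4 days than in the healthy group (Calr 4.79 against 2.90) and all 4 were lower in the hNSCs group than in the control group (Park7 1.22 against 2.65, Prdx6 2.62 against 3.45, Jun 1.92 against 2.94, Calr 3.41 against 4.79). The paper takes the 4 genes as the links between the processes enriched among correlated mRNAs and states that most of them rose with stroke and fell with hNSCs in both tissues.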

Interestingly, most of them were highly expressed after stroke and downregulated after hNSCs transplantation, both in the brain and plasma (Figure S6B).

### 2.7 Effects of hNSCs on Angiogenesis and the Blood–Brain Barrier

One possible explanation for the reduced brain–plasma correlation after hNSCs transplantation is altered permeability between the CNS and the periphery, with the blood–brain barrier playing a key role in regulating the exchange between the two. We hence explored the possible brain‐derived EV miRNA regulatory mechanisms associated with angiogenesis and blood–brain barrier integrity, finding that angiogenesis was the first process to be regulated by EV miRNAs, followed by the establishment of endothelium and the blood–brain barrier (Figure 6C). Immunofluorescence staining at 14 days poststroke demonstrated enhanced neovascularization in the hNSCs group, evidenced by the presence of CD31^+^/bromodeoxyuridine (BrdU^+^) staining in the peri‐infarct regions (Figure 6D,E). Costaining with β‐dystroglycan (βDG) in astrocytic end‐feet and CD31 in endothelial cells was conducted to further assess the contribution of astrocytes to blood–brain barrier establishment. Notably, at 31 days, the hNSCs group exhibited a significantly expanded CD31^+^/βDG^+^ area within the stroke cavity compared with controls (Figure 6D,E). This observation suggested potentiation of astrocyte end‐feet coverage around vessels and more robust blood–brain barrier integrity following hNSCs treatment.

### 2.8 Effects of hNSCs on Neurogenesis and Neuroprotection

Next, we conducted regulatory network analysis to identify key EV miRNA implicated in stroke recovery (Figure 7A). 

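In brain-derived EVs at 4 days, the log2 fold change of the hNSCs group against the control group was 0.74 for miR-325-3p (standard error 0.37), 0.72 for miR-204-5p (standard error 0.34) and −0.30 for miR-30b-5p (standard error 0.44), each with an adjusted p of 0.994 from edgeR's quasi-likelihood test. The groups did not overlap for miR-325-3p and miR-30b-5p, the latter at 142 ± 14.1 CPM (SD, n = 3) against 176 ± 12.9 CPM. At 10 days the fold changes were −0.15, 0.43 and −0.58, and at 31 days 0.03, −0.30 and −0.22.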

EV miRNA regulatory network showed that increases in miR‐325‐3p and miR‐204‐5p and decreases in miR‐30b‐5p played pivotal roles in regulating neuronal processes. A comparative analysis of representative regulatory processes at the three poststroke time points revealed that wound healing and regeneration were primarily regulated at 4 days. Axonogenesis, synapse organization, stem cell differentiation, and cell migration were enriched at 10 days. Dendrite development and neuron projection guidance were critical at both 10 and 31 days (Figure 7B).

**FIGURE 7:**
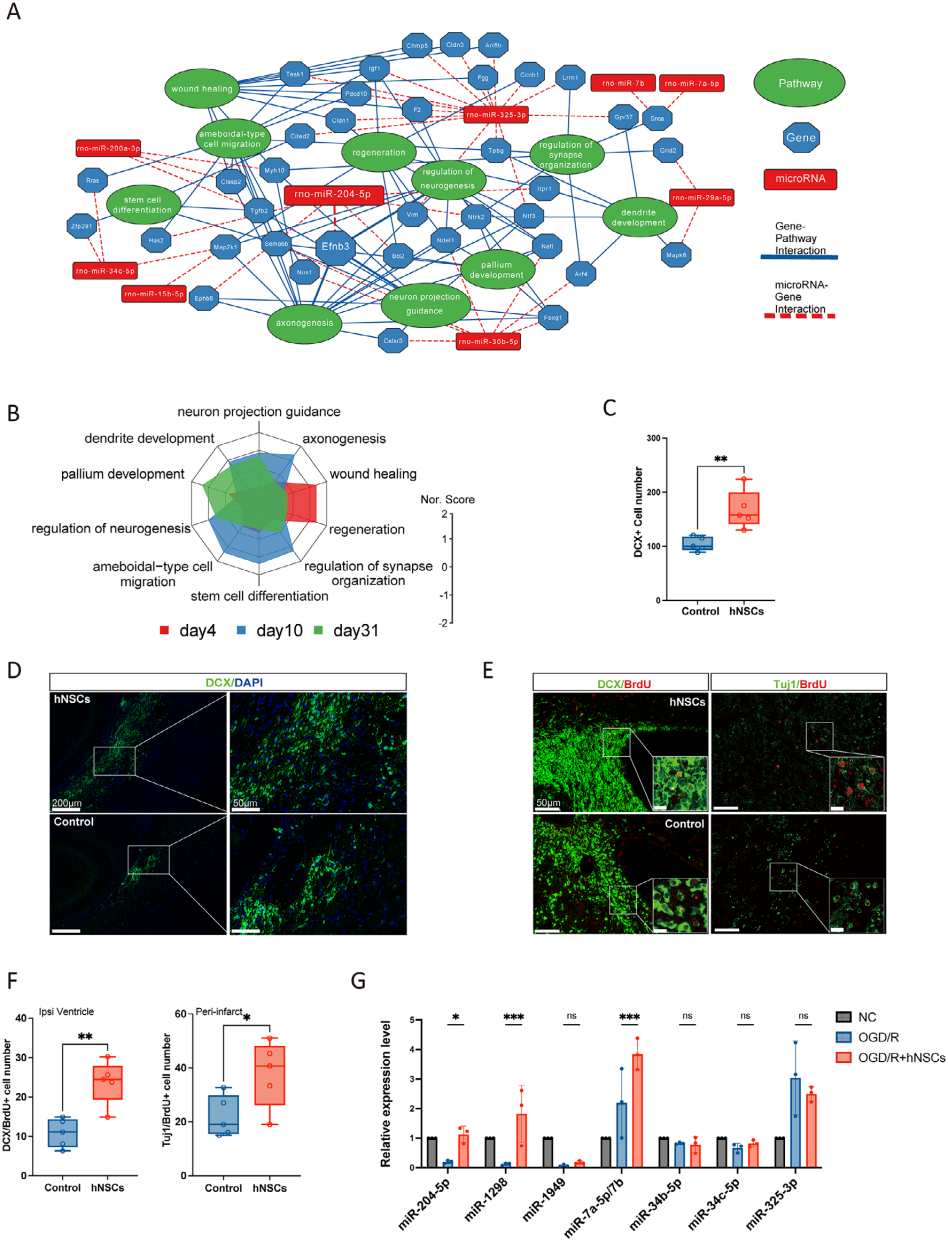
EV miRNAs regulate endogenous neurogenesis and wound healing. (A) Network visualization of the regulatory roles of EV miRNAs and their targeted genes and pathways. Nodes represent pathways, genes, or miRNAs. Lines connecting nodes indicate miRNA–gene interactions or gene‐pathway associations. (B) Radar chart comparing the representative pathways across different time points. Normalized scores (Nor. Score) were calculated by normalizing the log‐transformed *p* value of each pathway. (C) Quantitative analysis of DCX+ neuroblast migration in corpus collosum between the hNSCs and control groups. (D) Representative fluorescence images of migrating neuroblasts in corpus callosum. Scale bar = 200 µm (full view) and 50 µm (magnified view). (E) DCX^+^/BrdU^+^ proliferating neuroblasts in the SVZ and Tuj1^+^/BrdU^+^ proliferating immature neurons in the peri‐infarct regions. Scale bar = 50 µm (full view) and 10 µm (magnified view). (F) Quantitative assessment of DCX^+^ and Tuj1^+^ neurons in the hNSCs and control groups. *n* = 5 animals per group, and each dot in the plot represents each animal assessed. (G) Relative expression of the top miRNAs in HT22 cells after OGD/R. The majority of them also play a role in regulating neuronal processes, according to regulatory network analysis. Of the selected miRNAs, miR‐653 and miR‐431 were not expressed in the qPCR results; miR‐7a‐5p and miR‐7b had similar expression level. *n* = 3 biological replicates per group. Statistical significance was determined by the Student's *t*‐tests, *p < 0.05, ***p < 0.001.

To validate the results of regulatory network analysis, immunohistochemical analysis was performed on brain tissue harvested 14 days after stroke surgery. In the hNSCs group, there was a significant increase in the migration of DCX^+^ neurons, specifically along the corpus callosum migratory route toward the lesion site (Figure 7C,D). Quantitative analysis of DCX^+^/BrdU^+^ proliferating neuroblasts within the subventricular zone (SVZ) revealed a substantial increase in cellular proliferation in the hNSCs group compared with control animals. Furthermore, neuronal differentiation, assayed via Tuj1^+^/BrdU^+^ double‐staining, was significantly upregulated in the peri‐infarct regions of brains treated with hNSCs, validating the neurogenesis and migratory benefits associated with hNSCs transplantation (Figure 7E,F). Additionally, at 31 days poststroke, reduced glial scar formation was evident in the peri‐infarct regions of the hNSCs‐treated group, as demonstrated by GFAP staining. Notably, a decrease of ionized calcium‐binding adaptor molecule 1 (Iba‐1^+^) microglia was also observed in the hNSCs group (Figure S6C).

### 2.9 hNSCs Transplantation Confers Neuroprotection Through Upregulating miR‐204‐5p

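Of the miRNAs that the paper's text and primers name among the 10, miR-653-5p was the 1 called here in brain at 4 days. The log2 fold change of the hNSCs group against the control group at that time was 1.20 for miR-1298 (standard error 0.54), 0.97 for miR-1949 (standard error 0.51), 0.89 for miR-34b-5p (standard error 0.36), 0.67 for miR-34c-5p (standard error 0.31), 0.74 for miR-431 (standard error 0.31) and 0.77 for both miR-7a-5p and miR-7b (standard error 0.33 for each). All had an adjusted p of 0.994 from edgeR's quasi-likelihood test. miR-7a-5p and miR-7b are near copies, so their separate values are uncertain, and miR-3547 had too few counts to be tested. Table S8 marks 13 miRNAs as higher and 6 as lower at 4 days, 1 of them with an adjusted p under 0.05 by the paper's own column. Of these 19, 12 were tested here and all 12 changed in the paper's direction.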

To investigate the biological effects of differentially expressed miRNAs, we conducted in vitro experiments using the HT22 hippocampal neuronal cell line and choose top 10 upregulated miRNAs in hNSCs group (Table S8), of which majority of them have been implicated in neuronal processes regulatory networks. After coculturing oxygen‐glucose deprivation/reoxygenation (OGD/R) neurons with hNSCs, qPCR analysis revealed that, among the differentially expressed brain‐derived miRNAs, the expression of miR‐1298, miR‐7a‐5p, and miR‐204‐5p was significantly increased (Figure 7G). While the neuroprotective effect miR‐7 has been shown in promoting functional recovery by inhibiting α‐synuclein‐mediated neuronal death [27], elevated miR‐204‐5p levels have been detected in the cerebrospinal fluid of stroke patients [28]. Consequently, our subsequent mechanistic studies focused on the effects of upregulated miR‐204‐5p after hNSCs transplantation.

We then performed apoptosis assays using Annexin V‐FITC/PI double staining to quantify apoptotic rate for neurons before and after OGD/R induction. A significant increase in apoptosis was identified in OGD/R neurons (Figure 8A,C). Cell apoptosis was reduced when coculturing OGD neurons with hNSCs, while the addition of the miR‐204‐5p inhibitor partially reversed this effect, suggesting that miR‐204‐5p plays a role in promoting neuronal survival (Figure 8C).

**FIGURE 8:**
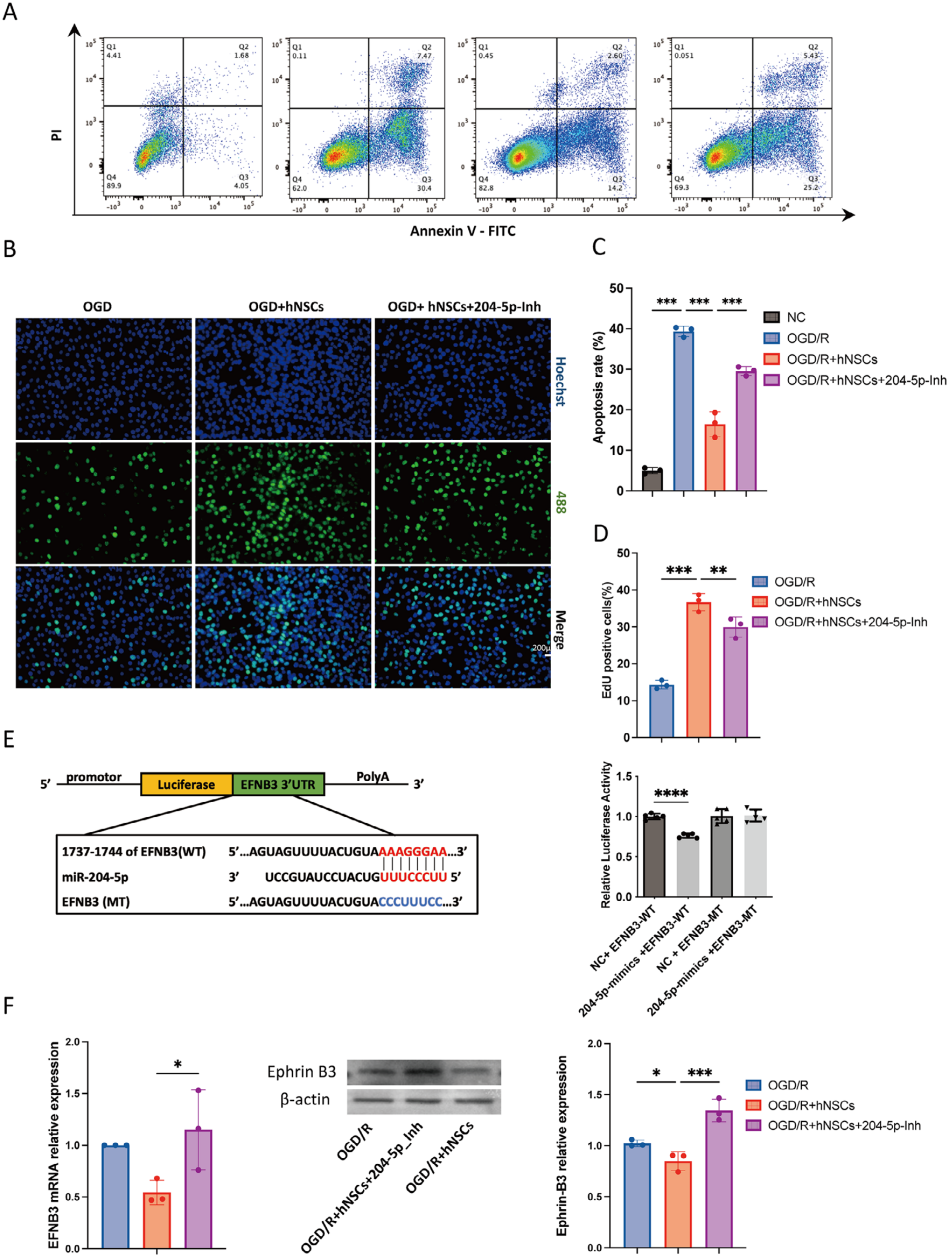
miR‐204‐5p in hNSCs‐mediated neuroprotection against OGD/R. (A) Annexin V‐FITC/PI apoptosis assay assessing apoptotic cell proportions in experimental groups from left to right: normal control (NC), oxygen‐glucose deprivation/reoxygenation (OGD/R), OGD/R cocultured with human neural stem cells (OGD/R+hNSCs), and OGD/R+hNSCs with miR‐204‐5p inhibitor (OGD/R+hNSCs+204‐5p‐Inh). (B) Representative fluorescence images of EdU+/Hoechst‐stained proliferating neuronal cells following OGD/R. EdU (green) labels proliferating cells; nuclei are counterstained with Hoechst (blue). Scale bar = 200 µm. (C) Quantitative analysis of apoptotic cell percentages across groups (Annexin V‐FITC/PI assay). (D) Quantification of proliferating cell percentages across groups. (E) Left panel: Predicted binding sites between miR‐204‐5p and EFNB3 3′‐UTR, with schematic of wild‐type (WT) and mutant (MT) EFNB3 constructs for luciferase assays. Right panel: Relative luciferase activity in cells cotransfected with miR‐204‐5p mimics (or NC mimics) and WT/MT EFNB3 reporter plasmids. (F) Left panel: qPCR analysis of EFNB3 mRNA levels. Middle panel: Representative WB bands for Ephrin B3 and β‐actin. Right panel: WB quantification of Ephrin B3 protein expression. Data are presented as mean ± SD (*n* = 3 biological replicates). Statistical significance was determined by one‐way ANOVA followed by Student's *t*‐tests for pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We also conducted EdU/Hoechst staining to assess neuronal proliferation. The results demonstrated a significant increase in the number of EdU+ cells after coculturing with hNSCs in the OGD/R model. However, the addition of the miR‐204‐5p inhibitor partially inhibited proliferation (Figure 8B,D). A similar result was observed using flow cytometry, which showed an increased proportion of EdU+ cells in the hNSCs coculture group (Figure S6E). This proportion was reduced upon the addition of the miR‐204‐5p inhibitor, suggesting that miR‐204‐5p plays a role in promoting neuronal proliferation following hNSCs transplantation.

To systematically identify functional target genes of miR‐204‐5p, a joint prediction approach was employed using three major databases: TargetScan [29], miRDB [30], and TarBase [31] (Figure S6D). Integration of the target gene predictions from all three databases revealed an overlap of 27 common genes. Among these candidates, Ephrin‐B3 (EFNB3) was identified as a potential target gene of miR‐204‐5p for further investigation in this study. Ephrins constitute a family of transmembrane or glycosylphosphatidylinositol‐anchored ligands for receptor tyrosine kinases. They are categorized into two subclasses: Ephrin‐A (A1–A5) and Ephrin‐B (B1–B3). Ephrins regulate neural development, axon guidance, and synaptic plasticity through bidirectional signaling with their cognate Eph receptors (EphA/EphB) [32]. Dual‐luciferase reporter assays confirmed that miR‐204‐5p directly binds to EFNB3 and downregulates its luciferase activity (Figure 8E). Additionally, qPCR results revealed that EFNB3 expression was reduced in the hNSCs group, and the expression can be upregulated by the addition of miR‐204‐5p inhibitor. Western blot analysis further confirmed the level of EFNB3 is decreased in the hNSCs group; transfection with the miR‐204‐5p inhibitor significantly increased EFNB3 protein expression (Figure 8F). From the experiments presented, our findings suggest that hNSCs can promote neuronal proliferation and inhibit apoptosis by upregulating miR‐204‐5p, potentially exerting a neuroprotective effect through the regulation of EFNB3.

## 3 Discussion

This study characterized temporospatial transcriptomic signatures of EVs during the pathophysiological progression of stroke and after hNSCs treatment. Our findings revealed that, shortly after stroke onset, neuronal EV secretion decreased in the brain, coinciding with upregulation of EV secretion from microglia, endothelial cells, pericytes, and other nonbrain‐derived cells. In addition, due to the damage of the blood–brain barrier and the release of inflammatory factors from the ischemic region, peripheral immune cells including leukocyte could infiltrate into the brain, as supported by a decrease in the purity of brain‐specific EV RNAs. An increased correlation between brain and plasma EVs also suggests compromised blood–brain barrier integrity. For instance, miR‐34a‐5p and miR‐24‐3p, which were associated with endothelial cells and angiogenesis [33, 34], were upregulated in EVs from both brain and plasma after stroke. This likely reflects their release by brain endothelial cells into peripheral circulation following blood–brain barrier damage. We observed increased angiogenesis and astrocyte end‐feet coverage around brain microvasculature in the hNSCs group. Moreover, the correlation between brain and plasma EV RNAs decreased in the hNSCs‐transplanted group compared with controls, indicating improved blood–brain barrier integrity and basement membrane restoration following hNSCs transplantation.

Intravascular transplantation is an efficient route for delivering hNSCs to treat cerebral infarction. hNSCs express integrin and chemokine ligands and can cross the blood–brain barrier, migrating into the brain parenchyma and localizing to the infarction site [35]. Our findings demonstrate that administrating hNSCs via intra‐arterial injection enables the stem cells to reside in the infarct penumbra adjacent to blood vessels and survive for over 1 week. Notably, while hNSCs‐derived EVs decreased within 1 month postinjection, the resulting functional improvements persisted beyond this period, suggesting that neuronal recovery involves mechanisms beyond cell replacement. Previous studies have proposed that NSCs‐mediated tissue repair may occur primarily through bystander effects rather than direct neuronal integration [36]. By using BrdU to label newborn neurons, we demonstrate that exogenous hNSCs transplantation can also promote endogenous neurogenesis. Furthermore, hNSCs transplantation exerted an inhibitory effect on glial scar formation and microglial activation. These results suggest that the transplanted hNSCs modulate ischemic lesion microenvironment, resulting in a prolonged therapeutic effect.

Following hNSCs transplantation, specific miRNAs, including miR‐204‐5p, miR‐7‐5p, and miR‐325‐3p, were significantly upregulated in brain‐derived EVs. These miRNAs regulate neurogenesis, synapse organization, wound healing, angiogenesis, and blood–brain barrier establishment. To further validate the functional impact of the altered miRNA, we investigated the role of miR‐204‐5p in HT22 neurons coculture with hNSCs in vitro. Consistent with findings from Xiang et al. [37], miR‐204‐5p improved neuron survival under ischemic conditions. Notably, we found that hNSCs enhanced neuronal proliferation, as evidenced by increased EdU+ cell proportion following ischemia, an effect that was attenuated by miR‐204‐5p downregulation. We further identified EFNB3 as the target gene of miR‐204‐5p, and EFNB3 expression is repressed with hNSCs coculture. EFNB3, a transmembrane ligand of the Eph receptor family, plays a dynamic regulatory role in neuronal proliferation and neuroblast migration. Previous studies have shown that EFNB3 negatively regulates endogenous neurogenesis in the adult CNS, while cell proliferation in the SVZ regions is significantly enhanced in EFNB3 knockout mice after ischimic brain injury [38, 39]. Together, our experiments confirm the proneurogenesis effects of hNSCs and propose a potential mechanism through the miR‐204‐5p/EFNB3 axis.

In a clinical context, the molecules present in plasma‐derived EVs have the potential to serve as biomarkers for diagnosing stroke and monitoring responses to treatment. Our study revealed that the expression levels of miR‐542‐3p and miR‐34a‐5p in these plasma‐derived EVs were closely linked to their counterparts originating from the brain and were upregulated following a stroke. This indicates their suitability as biomarkers for stroke diagnosis. Additionally, Park7, Prdx6, and Jun in plasma EVs might serve as markers of pathological processes associated with stroke. However, despite the promising potential of EVs as biomarkers for stroke, their clinical application faces significant practical challenges, particularly in sample quality control. Blood‐derived EV analysis is complicated by the presence of confounding components such as lipoproteins, erythrocyte debris, and nonvesicular nucleic acids, which hinder accurate isolation and interpretation [40]. To mitigate these issues, standardized protocols aligned with International Society for Extracellular Vesicles guidelines must be adopted: (1) anticoagulant tubes (e.g., citrate/EDTA) should be used to suppress platelet activation; (2) processing delays between collection and centrifugation must be minimized to reduce leukocyte/platelet contamination; (3) strict freeze–thaw conditions are essential to preserve EV integrity; (4) hemolysis should be monitored and reported to exclude red blood cell‐derived artifacts; and (5) platelet‐specific markers (e.g., CD41/CD61) may be assessed to quantify contamination [41]. Importantly, EV profiles are highly sensitive to donor status and collection methods, necessitating meticulous documentation and protocol harmonization [42, 43]. Future studies should prioritize multicenter validation with standardized workflows to bridge the gap between experimental findings and real‐world clinical utility.

This study has some limitations. First, the use of young rats, approximately 2–3 months old, does not accurately represent the demographic of stroke patients, who are primarily older individuals. To address this, future in vivo studies will use older rat models and observe them over an extended period to more accurately evaluate the long‐term therapeutic effects of NSCs transplantation. Second, the single‐cell RNA sequencing data utilized for EV source tracking originated from healthy rats, rather than stroke‐induced animals. Consequently, our cell type signature matrix may lack certain disease‐related cell subtypes, potentially underestimating the complexity of the cellular interactions within the stroke microenvironment. To overcome these limitations, future studies will integrate brain single‐cell sequencing from stroke‐induced rats. Another limitation is that while we observed differentially expressed miRNAs in brain‐derived EVs, the exact mechanism by which hNSCs upregulate these miRNAs is still unknown. Future studies will focus on identifying specific pathways through which exogenous hNSCs regulate miRNA expression. In particular, we will investigate the impact of inhibiting hNSCs secretion of EVs on therapeutic outcomes, to evaluate whether the indirect effects of hNSCs are mediated through EVs secretion. Nevertheless, our findings provide valuable insights into the EV miRNA regulatory networks governing stroke pathophysiology and highlight the therapeutic potential of hNSCs and the underlying mechanisms.

## 4 Conclusion

Ischemic stroke, a leading cause of chronic neurological disability with limited therapeutic options, underscores the critical need for innovative treatments and monitoring strategies. Our study demonstrates that EV‐derived RNAs, particularly miRNAs, serve as dynamic biomarkers reflecting stroke pathophysiology and the therapeutic response to hNSCs transplantation. By profiling EV‐derived RNAs in rat brain and plasma, we established their cellular origins and documented significant alterations following stroke and after intra‐arterial hNSC administration. Crucially, we identified EV‐derived miRNAs as key mediators of stroke recovery, regulating neurogenesis, angiogenesis, and endothelial barrier integrity. Among these, miR‐204‐5p emerged as a potent regulator of neurogenesis through its targeting of EFNB3. These findings collectively highlight the dual potential of EV RNAs: as noninvasive biomarkers for tracking cell therapy efficacy and as therapeutic targets to augment neural repair after ischemic stroke.

## 5 Methods

Comprehensive materials and methods can be found in the Supporting Information.

### 5.1 hNSCs Isolation

Primary hNSCs was obtained from an hNSCs line derived from human fetus telencephalon at Beijing Yinfeng Dingcheng Biological Engineering Technology Co Ltd (Beijing, China) [44]. The ethics committees of Peking Union Medical College Hospital (approval no. 2021‐01) approved the acquisition of hNSCs, and the quality of isolated hNSCs was verified by the National Medical Products Administration of China (certificate no. SH202001141).

### 5.2 Animal Experiments

Forty adult male Sprague–Dawley rats, aged 8–12 weeks, were subjected to transient MCAO in the right hemisphere as described previously [45]. Briefly, the external carotid artery was transected at its distal end, and a nylon thread occluder coated with silicon was inserted into the bifurcation point of the common carotid artery and internal carotid artery to occlude the middle cerebral artery. After 90 min of occlusion, rats were reanesthetized and the occluder withdrawn to facilitate reperfusion. On the third day poststroke surgery, the common carotid artery was surgically re‐exposed and injected with either a suspension of 2 × 10^5^ hNSCs or saline using a 31‐gauge needle. The rats were distributed evenly into the hNSCs and control groups, ensuring that each group contained individuals with similar baseline behavioral assessment scores.

Behavior of stroke rats was evaluated longitudinally using the mNSS and adhesive removal test [46]. For the imaging cohort, GFP‐labeled hNSCs was injected using identical techniques. To assess cell proliferation, BrdU was administered intraperitoneally at 50 mg/kg for 3 consecutive days before euthanasia. The Experimental Animal Welfare Ethics Committee of Peking Union Medical College Hospital approved all animal procedures (XHDW‐2023‐0320), ensuring ethical compliance and animal welfare.

### 5.3 Mixed Lymphocyte Reaction Assay

Spleen tissue from three animals per group was gently homogenized, and the harvested cells were labeled using a CFSE Cell Division Tracker Kit. Cells were plated at a defined ratio of 3 × 10^5^ immune cells to 1 ×  10^5^ neuronal cells and incubated at 37°C with 5% CO_2_ for 5 days. Following cultivation, cells were collected and immunostained with APC anti‐rat CD3, PE anti‐rat CD4, APC anti‐rat CD8a, APC anti‐rat CD25, APC anti‐rat CD45RA, PE anti‐rat CD86, PE anti‐rat CD161, and PE anti‐rat IL‐4 antibodies, respectively, and prepared for flow cytometry analysis.

### 5.4 Multiplex Cytokine Assay

Supernatants were collected from lysed from rat serum samples using a RIPA lysis buffer. For each sample, 50 µL of supernatant was incubated with antibody‐coupled fluorescent beads. After incubation, the plates were washed with wash buffer to remove unbound proteins. Biotinylated detection antibodies specific to each cytokine were added and incubated at room temperature. Streptavidin–phycoerythrin conjugate was added to each well and incubated. Samples were analyzed using the Luminex‐200 flow‐based system (Luminex Corporation, Austin, TX, USA).

### 5.5 Magnetic Resonance Imaging

T2‐weighted MRI and DTI were acquired 2 and 31 days after stroke onset. Seven animals per group were used for MRI analysis. The T2‐weighted images, processed with ITK‐SNAP software, were utilized to quantify the infarct volume in rats that underwent stroke surgery. The DTI data underwent preprocessing utilizing MRIcroGL, FSL's DTIFIT tool, and DSI studio.

### 5.6 Immunofluorescence Staining and Quantification

Cryosectioning was performed at 30 mm using a microtome for brain sections. Sections were stained with the primary antibodies including anti‐nestin, anti‐GFAP, anti‐CD31, anti‐DCX, anti‐Tuj1, anti‐Iba‐1, anti‐βDG, BrdU, and anti‐GFP overnight at 4°C. Primary antibodies were detected using appropriate secondary antibodies. Sections were subsequently stained with 4′, 6‐diamidino‐2‐phenylindole and visualized using a laser scanning confocal microscope.

### 5.7 EV Isolation and Validation

Plasma EVs and hNSCs‐secreted EVs were isolated from culture supernatants using size exclusion chromatography techniques described previously [47]. EVs were isolated from brain tissue using a protocol modified from Vella et al. [48]. We used the ipsilateral (right) hemisphere of stroke model brains, which were immediately frozen in liquid nitrogen and stored at −80°C until processing. Extracted EVs were validated by nanoparticle tracking analysis, transmission electron microscopy, and western blot analysis of characteristic EV surface proteins.

### 5.8 RNA Isolation and Sequencing from EVs

Total RNA was extracted and purified from EVs utilizing the miRNeasy Advanced Kit. The SMARTer Stranded Total RNA‐Seq Kit and QIAseq miRNA Library Kit were used to construct mRNA and miRNA libraries. Library quality was assessed using the Fragment Analyzer Qseq100 and qPCR. Libraries were sequenced on the Illumina NovaSeq 6000 platform, generating paired‐end reads.

### 5.9 Transcsriptome Analyses

Raw data in FASTQ format were first processed using in‐house Perl scripts. The R package *limma* was used to identify differentially expressed mRNAs and miRNAs [49]. The R package multiMiR was used to identify miRNA target genes [50], and clusterProfiler was used for gene enrichment analysis [51]. The R package *GSVA* was used with default settings to calculate Z‐scores [52]. *Mfuzz* was used for gene coexpression detection [53]. aPEAR, a pathway clustering method, was applied to identify representative enrichment terms [54]. We utilized TissueEnrich for TSG enrichment analysis [55] using GSE53960 to identify rat TSGs [56]. To determine the cellular origin of brain‐derived EVs, we employed scMappR for EV source tracking [57]. This approach utilizes an RNA‐seq deconvolution method, which mathematically estimates the constituent components of a mixture by analyzing observed signals against a predefined signature matrix. The signature matrix consists of gene expression profiles from pure cell types, derived from reference single‐cell RNA‐seq data (GSE250245) [58]. This dataset comprises single‐cell RNA‐seq samples from the right hemispheres of male rodents undergoing sham surgery, moderate ipsilateral MCAO, or severe ipsilateral MCAO.

### 5.10 Cell Culture, OGD/R Induction, and Transfection

HT22 hippocampal neuronal cells were maintained in high‐glucose Dulbecco's modified Eagle medium supplemented with fetal bovine serum and penicillin–streptomycin at 37°C under 5% CO_2_. For OGD/R modeling: cells were washed twice with PBS, and the medium was replaced with glucose‐free DMEM. Cultures were transferred to an anaerobic chamber infused with a gas mixture of 2% O_2_, 5% CO_2_, and 93% N_2_ for 6 h; after OGD, glucose‐free medium was replaced with standard high‐glucose DMEM, and cells were returned to a normoxic incubator for 24 h of recovery. For in vitro coculture: hNSCs was seeded into transwell inserts at a density of 5 × 10^4^ cells/insert and positioned above the HT22 monolayer for another 24 h. In cell transfection experiments, HT22 cells were transfected with either a miR‐204‐5p inhibitor or negative control using Lipofectamine 3000 immediately after reoxygenation. Cells were harvested 48 h posttransfection for further analysis.

### 5.11 Cell Apoptosis and Proliferation Assays

For apoptosis assessment, HT22 cells were harvested, resuspended in binding buffer (1 × 10⁶ cells/mL), stained with 5 µL Annexin V‐FITC and 5 µL PI, and incubated for 15 min in the dark. Apoptotic populations—viable (Annexin V^−^/PI^−^), early apoptotic (Annexin V⁺/PI^−^), late apoptotic (Annexin V⁺/PI⁺), and necrotic (Annexin V^−^/PI—were quantified using an Attune NxT flow cytometer and analyzed with FlowJo. For proliferation analysis, cells from each experimental group were incubated with EdU for 1 h at 37°C to evaluate proliferation rates, using the EdU Cell Proliferation Kit with Alexa Fluor 488. Fluorescence images were captured using a Nikon Eclipse fluorescence microscope. The number of EdU‐positive cells (green) relative to the total nuclei (blue) was quantified from three randomly selected fields using ImageJ software. For flow cytometry, EdU‐labeled cells were analyzed using Attune NxT flow cytometer and FlowJo software.

### 5.12 Dual Luciferase Assay

The predicted binding site of miR‐204‐5p in the EFNB3 3′‐UTR was cloned and inserted into a pmirGLO vector to create the EFNB3 WT construct. The corresponding mutant, EFNB3 MT, was generated by site‐directed mutagenesis. HEK 293 cells were transfected with pmirGLO vectors and miR‐204‐5p mimic/negative control using Lipofectamine 3000. Forty‐eight hour posttransfection, firefly and Renilla luciferase activities were quantified using the using the Dual‐Luciferase Reporter Gene Assay Kit. Data are expressed as relative luciferase activity (Firefly/Renilla).

### 5.13 RT‐qPCR

Total RNA was extracted using TRIzol reagent and was then reverse transribed into cDNA using an all‐in‐one cDNA synthesis supermix and a miRNA first‐strand cDNA synthesis reagent kit by tailing A. mRNA and miRNA expression levels were quantified using SYBR Green Master Mix. Relative expression levels were normalized to U6, which served as the internal reference. Primer sequences are provided in The Supplementary Material (Table S9).

### 5.14 Statistical Analysis and Data Visualization

Continuous variables are presented as mean ± standard deviation (SD), while analysis of variance (ANOVA) or Student's *t*‐tests were used to determine differences between groups. A *p* value <0.05 was considered statistically significant. To visualize data, heatmap plots were created with ComplexHeatmap [59]; volcano plots, boxplots, and bubble plots with ggplot2 [60]; upset plots using UpSetR [61]; and miRNA–gene network plots with Cytoscape (v3.9.1, https://cytoscape.org/).

## Author Contributions

C.C. and Y.W. performed experiments, analyzed data, and interpreted results. X.L. conducted MRI acquisition process. C.C. and Y.W. wrote the manuscript with input from all coauthors. X.B. and R.W. contributed to critical revisions and approved the final version for submission.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Ethics Statement

The ethics committees of Peking Union Medical College Hospital (approval no. 2021‐01) approved the acquisition of hNSCs, andthe quality of isolated hNSCs was verified by the NationalMedical Products Administration of China (certificate no.SH202001141). The Experimental Animal Welfare Ethics Committee of Peking Union Medical College Hospital approved all animal procedures (XHDW‐2023‐0320), ensuring ethical compliance and animal welfare.

## Supporting information

**Supplementary File 1**: mco270400‐sup‐0001‐SuppMat.docx.

**Supplementary File 2**: mco270400‐sup‐0002‐TableS1.xlsx.

**Supplementary File 3**: mco270400‐sup‐0003‐TableS2.xlsx.

**Supplementary File 4**: mco270400‐sup‐0004‐TableS3.xlsm.

**Supplementary File 5**: mco270400‐sup‐0005‐TableS4.xlsx.

**Supplementary File 6**: mco270400‐sup‐0006‐TableS5.xlsx.

**Supplementary File 7**: mco270400‐sup‐0007‐TableS6.xlsx.

**Supplementary File 8**: mco270400‐sup‐0008‐TableS7.xlsx.

**Supplementary File 8**: mco270400‐sup‐0009‐TableS8.xlsx.

## Data Availability

All raw and processed data related to this study have been deposited in the Gene Expression Omnibus repository via accession number GSE268442. Other data regarding this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Molecular Encoding of Ischemic Stroke and its Resolution after Human Neural Stem Cell Therapy by Extracellular Vesicles
**Source:** MedComm (2020). 2025 Oct 28;6(11):e70400. doi: 10.1002/mco2.70400
**Supplement:** Supplementary file 1 — mco270400‐sup‐0001‐SuppMat.docx.

**Supplementary Information**

**Supplementary Figures and Figure Legends**

**Supplementary Figure 1. Rat EV characterization and cargo profiles.**

**A,** Western blot analysis of rat brain-derived EVs. The input in lane 1 was lysed rat brain homogenate, while lane 2 contained EVs extracted from rat brain tissue. Characteristic EV membrane proteins were validated using antibodies targeting TSG101, CD9, and HSP70. Calnexin, specifically expressed in the endoplasmic reticulum, served as the quality control marker. **B,** Transmission electron micrographs of EVs from rat brain tissues (left) and rat plasma (right). Scale bar = 200 nm. **C,** Nanoparticle tracking analysis from rat brain tissue and plasma EVs. The diameter calculation was based on the Brownian motion of different movement speeds. **D,** Clustered heatmap of brain-derived EV genes with the highest degree of conformity to the central trajectories. **E,** The single-cell RNA-seq samples were obtained from the right hemispheres of male rodents subjected to sham surgery (Sham_R), moderate ipsilateral middle cerebral artery occlusion (mMCAO_ipsi), or severe ipsilateral middle cerebral artery occlusion (sMCAO_ipsi). The Uniform Manifold Approximation and Projection (UMAP) plots illustrate the cell clusters, annotated by their origin (surgical group) and major cell types. **F,** The dot plot displays representative classical genes used for major cell type classification. **G,** Clustered heatmap of the plasma-derived EV genes with the highest degree of conformity to the central trajectories. **H,** Correlation plots of the six mRNA with the highest Pearson correlations between the brain and plasma.

**Supplementary Figure 2. hNSC characterization, behavioral assessment, magnetic resonance imaging, and multiplex cytokine assay.**

**A,** Upper panel: Morphology of neurospheres as visualized by light microscopy. Scale bar = 200 μm. Middle and lower panels: Immunofluorescent staining of *in vitro*-cultured hNSCs differentiated into Tuj1^+^ immature neurons and Gfap^+^ glial cells. Scale bar = 100 μm. **B,** Flow cytometry analysis targeting hNSC membrane molecules nestin, Sox2, HLA-DR, and CD86. hNSCs were labeled as green or red lines, with or without antibody staining. **C,** The series of tests in the mNSS including motor, balance and sensory-reflex (n=15 per group). Adhesive removal test measuring sensorimotor functions (n=5 per group). Statistical significance was assessed using multivariate analysis of variance. **P*<0.05, ***P*<0.01, ****P*<0.001. **D,** Upper panel: representative diffuse tensor imaging (DTI). The metrics provided by DTI include axial diffusivity (AD), mean diffusivity (MD), and radial diffusivity (RD). Bottom panel: quantitative results of DTI metrics. n=6 animals in the control group and n=7 in the hNSC group. Statistical significance was assessed using Student's *t*-test. **P*<0.05. **E,** Multiplex cytokine assay measuring cytokines in rat serum 10 days post-stroke.

**Supplementary Figure 3. hNSCs EV characterization and differentially expressed mRNAs after hNSC transplantation.**

**A,** Western blot analysis of hNSCs-secreted EVs. The input proteins in lanes 1 and 2 were from the hNSCs lysates and EVs extracted from hNSCs-culture supernatants, respectively. Antibodies targeting TSG101, Alix, and CD63 were used for immunoblotting EV membrane proteins, with calnexin used as the quality control marker. **B,** Transmission electron micrographs of EVs. Scale bar = 200 nm. **C,** Nanoparticle tracking analysis of EVs. **D,** Volcano plots of the differentially expressed mRNAs in the brain-derived EVs for the hNSCs versus control groups (left panel) and control versus healthy groups (middle panel). Grid plot (right panel) demonstrating the relationship of expression fold-changes between hNSCs versus control groups (hNSCs, vertical axis) and control versus healthy groups (Control, horizontal axis). **E,** Volcano plots of differentially expressed mRNAs in plasma-derived EVs for the hNSC versus control groups (left panel) and control versus healthy groups (middle panel). Grid plot (right panel) demonstrating the relationships of expression fold-changes between hNSCs versus control groups (hNSCs, vertical axis) and control versus healthy groups (Control, horizontal axis).

**Supplementary Figure 4. Differentially expressed miRNAs after hNSCs transplantation.**

**A,** Brain-derived, differentially expressed EV miRNAs of the hNSCs versus control groups at 4, 10, and 31 days after stroke. **B,** Plasma-derived, differentially expressed EVs miRNAs of the hNSCs versus control groups at 4, 10, and 31 days after stroke**. C,** The Upset plot illustrates the overlapping and distinct differentially expressed miRNAs in blood plasma samples, comparing mesenchymal stromal cell transplantation^1^ and hNSCs transplantation against their non-transplanted controls.

**Supplementary Figure 5. Joint analysis of brain and plasma-derived EV RNA molecules.**

**A,** Principal component analysis (PCA) plots of brain and plasma-derived EV RNA samples. The upper PCA feature space was constructed by miRNAs, whereas the bottom PCA feature space was constructed by mRNAs. **B,** Heatmap visualization of the top 50 most variably expressed genes across all brain or plasma-derived EV samples (left and right panels, respectively). The columns were split and categorized according to the time points and groups in which the samples were collected, and hierarchical clustering was performed within each sector. The genes of interest were listed in the row on the heatmaps. **C,** Density plots of brain-plasma miRNA correlations (upper panel) or mRNA correlations (bottom panel). **D,** Four brain-enriched miRNA expression levels in the brain and their correlated plasma levels. The red dots represent the hNSCs group, and the blue dots represent the stroke control group. The correlation coefficients were computed with Pearson correlation.

**Supplementary Figure 6. A,** Left panel: Pearson correlation plots of hub mRNAs in the pathway network. Right panel: Trend plots of the corresponding mRNAs. The line colors represent the origin of the sample types collected. **B,** Boxplots of hub mRNA expression in different groups. **C,** Left: GFAP^+^ astrocytes and Iba-1^+^ microglial cells in the infarct (*) and peri-infarct areas. The distance between the two dashed lines represents the width of the GFAP scar. Scale bar = 100 μm. Right: quantification of GFAP scar thickness and percentage of microglial areas between hNSCs and control groups (n= 5 per group). D , Veen diagram showing the identified target genes for miR-204-5p based on Tarbase, miRDB, and TargetScan. **E,** Flow cytometry analysis of EdU^+^ cell percentage in different groups *in vitro*. Data are presented as mean ± SD (n=3 biological replicates). Right: Quantification of the flow cytometry analysis result. Statistical significance was determined by one-way ANOVA followed by Student’s *t*-tests for pairwise comparisons, **P*<0.05, ***P* <0.01, ****P* <0.001.

**Supplementary Methods**

**Human neural stem cells (hNSCs) culture**

Primary hNSCs were obtained from the telencephalon of a human fetus at Beijing Yinfeng Dingcheng Biological Engineering Technology Co Ltd, Beijing, China.^2^ Ethical clearance for acquiring hNSCs was granted by the Ethics Committees of Peking Union Medical College Hospital (Approval No. 2021-01). The quality of hNSCs was confirmed by the National Medical Products Administration of China (SH202001141).

hNSCs were cultured in serum-free medium composed of DMEM/F12 (Gibco, Grand Island), supplemented with B-27 (Gibco), N-2 (Gibco), 20 ng/mL of recombinant human epidermal growth factor (EGF) (Invitrogen), 20 ng/mL of recombinant basic fibroblast growth factor (bFGF) (Invitrogen), and 8 μg/ml heparin (Sigma, St. Louis, MO). The majority of cells formed clusters of small, round cells, which developed into floating neurospheres and were dissociated every seven days. Subsequently, cells were characterized using flow cytometry with neural stem cell markers Nestin, Sox2, and CD133. To induce differentiation, mitogens were withdrawn from the culture medium. Neurospheres were dissociated into single cells and plated onto coated dishes with accutase medium (Sigma). Immunofluorescent staining revealed that hNSCs spontaneously differentiated into neural (Tuj1) and astro-glial (GFAP) lineages after 10 days of culture.

**Animal experiment**

Forty adult male Sprague-Dawley rats, aged 8 weeks and weighing 280-350 grams, were housed in a controlled environment maintained at 22 ± 1 °C with 50 ± 5% relative humidity and subjected to a 12-hour light/dark cycle commencing at 7:00. Rats were fed at 7:30, 12:00, and 15:00 daily. Prior to experimentation, they were anesthetized with 5% isoflurane, and their body temperature was rigorously maintained within the range of 37.0°C to 37.5°C. The rats then underwent transient middle cerebral artery occlusion (tMCAO). First, the midline skin in the neck was incised and retracted laterally to expose the subdermal structures. The right common carotid artery (CCA), external carotid artery (ECA), and internal carotid artery (ICA) were exposed. The ECA was then cut at its distal stem, and a silicon-coated nylon thread occluder was inserted into the bifurcation of the CCA and ICA to occlude the middle cerebral artery (MCA). The length of insertion of the nylon thread was roughly 20 mm to ensure that the occluder passed through the ICA rather than the pterygopalatine artery. After placing the occluder, it was fixed at the freed ECA endpoint with a surgical knot. After 90 minutes of occlusion, the rats were re-anesthetized, and the occluder was removed to allow reperfusion of the rats.

A longitudinal behavioral evaluation of stroke rats was conducted using the modified neurological severity score (mNSS), a quantitative scale encompassing motor, sensory, beam balance, and reflection tests.^3^ Motor tests assessed limb function, including tail-raising and walking ability. Sensory tests evaluated visual and tactile responses, as well as muscle stimulation. Beam balance tests measured balance maintenance, while reflection tests assessed neurological integrity. A longitudinal design with varying sample sizes (initially 15, then 12, and finally 9 animals per group) was employed, accounting for the 3 animals per group sacrificed for EV extraction at 4- and 10-days post-stroke. The adhesive removal test was performed to evaluate sensorimotor function in both groups (n=5 per group).^4^ Briefly, small adhesive patches (5 × 5 mm) were placed on the forepaws of each animal, and the time taken to detect (sensory function) and remove (motor function) the patches was recorded over three consecutive trials per session. The maximum allowed time per trial was 300 seconds. Testing was conducted before and after intervention to assess changes in sensorimotor performance. Data were analyzed as the mean latency to detect and remove the adhesive, with shorter latencies indicating better sensorimotor function. The Experimental Animal Welfare Ethics Committee of Peking Union Medical College Hospital approved all animal procedures (No. XHDW-2023-0320).

**hNSCs transplantation**

On the third day following post-stroke surgery, the rats' right CCAs were re-exposed. 2 × 10^5^ hNSCs in 0.2 mL glucose buffer or saline only were injected slowly into the rats' CCAs using a 31-gauge needle. For the imaging group, green fluorescent protein-labeled hNSCs (GFP-hNSCs; 2 × 10^5^ cells) were injected using the same techniques. To assess cell proliferation, bromodeoxyuridine (BrdU) (Sigma) was intraperitoneally injected into the animals at a concentration of 50 mg/kg, 12 days post-stroke induction. This injection was administered for three consecutive days before euthanasia.

**Mixed lymphocyte reaction assay**

To isolate lymphocytes, spleen tissue was gently ground and filtered through a 70 μm filter. The surface layer was mixed with phosphate-buffered saline (PBS) and centrifuged at 800g for 30 minutes. The middle layer containing lymphocytes was collected, washed with PBS, centrifuged again, and discarded into the supernatant. The collected cells were mixed with a CFSE Cell Division Tracker Kit (423801; BioLegend) and incubated in the dark for 20 minutes. CFSE is a green fluorescent dye that binds to proteins, and its fluorescence intensity decreases as the cells divide. The cells were mixed with RPMI 1640 medium (11875093; Thermo Scientific) containing 10% fetal bovine serum to terminate digestion. After centrifugation, the supernatant was discarded, and the cells were resuspended in RPMI 1640 complete medium and incubated for 10 minutes. The cells were then plated at a ratio of immune cells to neuronal cells of 3 × 10^5^cells / 1 × 10^5^cells and cultured at 37℃ with 5% CO_2_ for 5 days. After cultivation, the cells were collected and added with the following antibodies: APC anti-rat CD3 (201414; BioLegend), PE anti-rat CD4 (201507; BioLegend), APC anti-rat CD8a (200609; BioLegned), APC anti-rat CD25 (202114; BioLegend), APC anti-rat CD45RA (202313; BioLegend), PE anti-rat CD86 (200308; BioLegend), PE anti-rat CD161 (205604; BioLegend), and PE anti-rat IL-4 (511905; BioLegend). Samples were then incubated in the dark for 15 minutes at room temperature. For PE anti-rat IL-4 staining, 2 ml of Intracellular Staining Perm Wash Buffer (421002; BioLegned) was used before the addition of the antibody and incubated in the dark for 30 minutes at room temperature. The cells were then resuspended in PBS and centrifuged at 500g for 5 minutes; the supernatant was discarded, and the cells were resuspended in 100ul PBS for Flow cytometry analysis using a CytoFlex S instrument (Beckman Coulter company).

**Multiplex cytokine assay**

Supernatants were collected from lysed from rat serum samples using a RIPA lysis buffer. The samples were centrifugation at 13,000 rpm for 10 minutes at 4°C to clear cellular debris. A standard sample was prepared according to the manufacturer’s protocol. For each sample, 50 μL of supernatant was incubated with antibody-coupled fluorescent beads for 2 hours at room temperature with continuous shaking at 800 rpm. After incubation, the plates were washed twice with wash buffer to remove unbound proteins. 25 μL of biotinylated detection antibodies specific to each cytokine were added and incubated for 30 minutes at room temperature. Streptavidin–phycoerythrin conjugate was added to each well and incubated for an additional 30 minutes. Samples were analyzed using the Luminex-200 flow-based system (Luminex Corporation, Austin, TX, USA).

**Magnetic resonance imaging**

Magnetic resonance imaging (MRI) was acquired 2 and 31 days after the stroke onset. The experiment used a 9.4 T small animal MR scanner (Bruker BioSpec 94/20 MRI system). The rats were initially anesthetized with 5% isoflurane and maintained under anesthesia with 2-2.5% isoflurane throughout the MR scan. T2-weighted images were obtained using a rapid acquisition with relaxation enhancement (RARE) sequence, with the following imaging parameters: repetition time (TR) / echo time (TE) = 3137.94 / 33 ms, number of averages (NA) = 2, field of view (FOV) = 30 × 30 mm², image matrix size of 256 × 256, number of slices (NS) = 30, and slice thickness (ST) = 0.8 mm. Diffusion tensor imaging (DTI) images were acquired using a single shot spin echo-planar imaging sequence with the following parameters: TR / TE = 2000 / 22 ms, FOV = 25 × 25 mm², image matrix = 128 × 128, in-plane resolution = 0.195 × 0.195 × 0.4 mm³, diffusion encoding gradient directions = 30, gradient duration (δ) = 2.5 ms, gradient separations (Δ) = 8.5 ms, with b-value = 0 and 1000 s/mm².

All images were analyzed by researchers blinded to the experiment conditions. T2-weighted images were used to calculate the infarct volume of rats subjected to tMCAO. The T2-weighted MRI data were analyzed using the ITK-SNAP software (version 4.1.0) with a previously published protocol.^5^ The raw DTI was preprocessed using the following steps: 1) DICOM format images were converted to NIFTI format using MRIcroGL (dcm2nii tool, version 12.4). 2) The NIFTI format images were then imported to FSL to separate the brain from non-brain structures to create a brain mask. 3) The diffusion tensor was calculated at each voxel and a DTI index map for fractional anisotropy (FA), axial diffusivity (AD), and radial diffusivity (RD) was created using the FSL’s DTIFIT tool. A region of interest (ROI)-based analysis was used for analyzing the diffusion indices using DSI studio (<http://dsi-studio.labsolver.org>). The corpus callosum of the ipsilateral ischemic hemisphere was selected as the ROI. Contralateral homologous ROIs were similarly delineated in the contralateral hemisphere. Relative changes in FA (rFA), AD (rAD), and RD (rRD) values were computed by dividing the values of the ipsilateral ROI by those of the contralateral ROI, thus mitigating individual variability.

**Immunofluorescence staining and quantification**

Animals were transcardially perfused with PBS, followed by 4% paraformaldehyde. After removal, brains were fixed for 48 h and placed in 30% sucrose in PBS. Brains were then cryosectioned at 30 mm using a microtome. For fluorescent immunohistochemistry, sections were blocked in PBS 0.3% triton (HFH10; Invitrogen) with 5% goat serum (S1000; Vector Labs, Burlingame, CA, USA) and 1% bovine serum albumin (BSA; A2153; Sigma-Aldrich) for 1 h at room temperature. The primary antibody was incubated overnight (12–14 h) at 4°C in a 1:10 dilution of blocking solution (5% goat serum/1% BSA) with the following antibodies: anti-Nestin (ab221660; Abcam), anti-glial fibrillary acidic protein (GFAP; CST80788; Cell Signaling Technology), anti-CD31 (ab281583; Abcam), anti-doublecortin (Dcx; ab207175; Abcam), anti-β-III tubulin (Tuj-1; ab18207; Abcam), anti-ionized calcium-binding adaptor molecule 1 (Iba-1; CST17198; Cell Signaling Technology), anti-β-dystroglycan (βDG; 66735-1-IG; Proteintech), anti- 5′-bromo-2′-deoxyuridine (BrdU; 59-14-3; Sigma-Aldrich), anti-green fluorescent protein (GFP; AF10669; Afantibody).

The survival and differentiation of exogenous stem cells in rat brains were analyzed in the group treated with GFP-hNSCs using a mouse monoclonal anti-GFP antibody. For the analysis of endogenous cell proliferation and differentiation of newborn cells, BrdU (50 mg/kg body weight) was injected into the rats once daily via the intraperitoneal route from day 12 to 14. Primary antibodies were detected using appropriate Cy-3-labeled, Alexa Fluor 594-labeled, or Alexa Fluor 488-labeled secondary antibodies (Invitrogen) at 4°C for 6 hours. The sections were then stained with DAPI (Invitrogen) at a concentration of 1:2000. The stained sections were visualized on a laser scanning confocal microscope (NIKON ECLIPSE C1, Japan).

The ischemic penumbra in the cortex was selected as the region of interest (ROI). The scar thickness was measured on the ischemic boundary zone within the ipsilateral hemisphere on four sections stained for GFAP. The quantification of vascular density was carried out on the ischemic penumbra within the ipsilateral hemisphere stained for endothelial marker CD31. The neuroblast migration was determined by Dcx staining on the ipsilateral hemisphere, representing the length of migration of Dcx-positive neuroblasts along the corpus callosum.

Statistical analysis of non-omics datasets involved using students' t-tests (two-tailed) to compare two groups. For multiple group comparisons analysis of variance (ANOVA), followed by Holm-Sidak post-hoc multiple comparison tests, were used to evaluate statistically significant differences.

**Extracellular vesicle isolation**

The plasma EVs and hNSCs-secreted EVs were isolated using size exclusion chromatography (SEC) techniques, with some minor modifications as described previously by Boing et al.^6^ In brief, 1 mL of blood plasma or 200 mL hNSC-cultured supernatant filtered through a 0.8 μm filter was diluted 1.5-fold with PBS. The diluted plasma was then passed through Exosupur^®^ columns (Echobiotech, China) for further purification. The samples were eluted with an additional 0.1 M PBS, and a total of 2 mL eluate fractions were collected according to the manufacturer’s instructions. The fractions were then concentrated to 200 μL by centrifugation through Amicon^®^ Ultra spin filters with a 100 kDa molecular weight cut-off (Merck, Germany). The isolation of EVs from brain tissue was performed using a modified protocol originally described by Vella et al.^7^ The tissue was first dissociated using the Miltenyi Human Tumor Dissociation Kit (Miltenyi Biotec) with enzymes H, R, and A. Before use, the enzymes were resuspended according to the manufacturer's instructions. The dissociation mix, containing RPMI media, enzymes H, R, and A, was prepared fresh for each use. A small piece of tissue (~200 mg) was weighed, briefly sliced on dry ice, and then incubated in the dissociation mixture for 10-15 minutes at 37°C. The tissue was filtered through a 70 μm filter twice to remove residual tissue fragments. The suspension was then centrifuged at 300 × g for 10 minutes at 4°C, and the supernatant was transferred to a fresh tube. It was then centrifuged at 2000 × g for 10 minutes at 4°C. The supernatant was spun at 10,000 × g for 20 minutes at 4°C, and filtered through a 0.22 μm filter to remove any remaining cell debris. The suspension was then processed by ultracentrifugation (UC) at 150,000 × g for 2 hours at 4°C. The resulting pellet was resuspended in 1 mL PBS and further purified using Exosupur^®^ columns (Echobiotech, China). The fractions were concentrated to 200 μL using Amicon^®^ Ultra spin filters with a 100 kDa molecular weight cut-off (Merck, Germany).

**Nanoparticle tracking analysis**

The concentration of vesicles in suspension was between 1x10^7^/ml and 1x10^9^/ml. These suspensions were then analyzed using the ZetaView PMX 110 instrument (Particle Metrix, Meerbusch, Germany) equipped with a 405 nm laser. A 60-second video was captured at a frame rate of 30 frames per second, and the movement of particles was analyzed using the nanoparticle tracking analysis software (ZetaView 8.02.28). This allowed for the determination of particle size and quantity in the suspensions.

**Transmission electron microscopy**

A 10 µl aliquot of the EV solution was placed on a copper mesh and incubated at room temperature for 1 minute. After washing with sterile distilled water, the copper mesh was contrasted with uranyl acetate solution for an additional minute. The sample was then dried under an incandescent light for 2 minutes. The copper mesh was then observed and photographed using a transmission electron microscope (H-7650, Hitachi Ltd., Tokyo, Japan).

**Western blot analysis**

The EV supernatant was denatured in 5× sodium dodecyl sulfonate (SDS) buffer and then subjected to western blot analysis. This analysis involved electrophoresis on a 10% SDS-polyacrylamide gel, with 50 µg protein loaded per lane. The separated proteins were then transferred to a polyvinylidene difluoride membrane. The membrane was blocked with 5% non-fat milk in Tris-buffered saline containing 0.1% Tween-20. For rat EVs, membranes were probed with rabbit monoclonal TSG101 (ab125011, 1:1000, Abcam), rabbit monoclonal CD9 (ab92726, 1:1000, Abcam), rabbit monoclonal HSP70 (ab181606, 1:1000, Abcam), and rabbit polyclonal Calnexin (10427-2, 1:500, Proteintech). For human neural stem cell EVs, rabbit monoclonal TSG101 (ab125011, 1:1000, Abcam), rabbit monoclonal Alix (ab186429, 1:1000, Abcam), mouse monoclonal CD63 (sc-5275, 1:200, Santa), and rabbit polyclonal Calnexin (10427-2, 1:500, Proteintech) were used for membrane probing. For in vitro experiment, the Anti-ephrin-B3 (sc-271328, 1:1,000, Santa Cruz Biotechnology) and β-actin(20536-1-AP,1:1000, Proteintech). The membrane was then washed and incubated with the appropriate secondary antibody at room temperature for 2 hours. The bands were visualized using the Tanon4600 chemiluminescence detection system and the BioSpectrum Imaging System (UVP, CA, USA).

**RNA isolation from EVs and library preparation**

The total RNA was extracted and purified from EVs using the miRNeasy Advanced Kit (Qiagen, cat. No. 217204) according to the kit instructions. The RNA concentration and purity were then evaluated using the RNA Nano 6000 Assay Kit on the Agilent Bioanalyzer 2100 System (Agilent Technologies, CA, USA). For long RNA library preparation, 250pg-10ng RNA per sample was used as input material for libraries created with the SMARTer Stranded Total RNA-Seq Kit (Takara Bio USA, Inc.) following the manufacturer's recommendations. Index codes were added to attribute sequences to each sample. A range of 1ng-500ng RNA per sample was used as input material for small RNA libraries. Sequencing libraries were generated using the QIAseq miRNA Library Kit (Qiagen, Frederick, MD), with index codes and unique molecule identifier sequences added to each small RNA fragment. The quality of the libraries was assessed using the Fragment Analyzer Qseq100 and qPCR. The indexed samples were clustered on the acBot Cluster Generation System using the TruSeq PE Cluster Kitv3-cBot-HS (Illumina, San Diego, CA, USA). After cluster generation, the libraries were sequenced on the Illumina Novaseq 6000 platform, generating paired-end reads.

The raw data in fastq format were first processed using in-house Perl scripts. This step involved removing adapter sequences, poly-N-containing reads (reads containing at least 10% of unknown bases), and low-quality reads (reads with a proportion of bases below Q30 exceeding 20%) from the raw data. Reads with a length of less than 18 nucleotides (or greater than 30 nucleotides) after adapter removal were excluded. All subsequent analyses were based on this high-quality, clean data. Paired-end clean reads were then aligned to the reference genome Rnor_6.0 or GRCh38.p10 using Bowtie2.^8^ The mapped reads were used for gene expression level quantification and differential expression analysis. Stringtie was employed to calculate the fragments per kilo-base of exon per million fragments mapped (FPKMs) of coding genes in each sample. Gene FPKMs were computed by summing the FPKMs of transcripts in each gene group. FPKM is a measure based on fragment length and read count mapped to that fragment.

Using Bowtie tools, small RNA clean reads were aligned to Silva, GtRNAdb, Rfam, and Repbase databases. Sequences were filtered to remove ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), and other non-coding RNAs and repeats. The remaining reads were then used to detect known miRNA from miRbase. Read counts for each miRNA were obtained from the mapping results, and tags per million (TPM) values were calculated. A threshold of TPM >5 was applied to filter out lowly expressed miRNAs.

**Transcriptome analyses**

The R package limma (3.52.4) was used to identify mRNAs and miRNAs that were differentially expressed, with an absolute fold change > 1.5 and a P value < 0.05, adjusted by the Benjamini-Hochberg method.^9^ To evaluate the homology between *Rattus norvegicus* and *Homo sapiens* miRNAs, we counted the number of mismatches or nucleotide shifts in the miRNA sequences. Lower numbers of mismatches or nucleotide shifts indicate higher degrees of homology. We employed the R package multiMiR (2.3.0) to identify miRNA target genes in the *Rattus norvegicus* dataset.^10^ Furthermore, we used clusterProfiler (4.8.2) to conduct gene enrichment analysis to retrieve significantly enriched pathways from Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome, which were based on *Rattus norvegicus* annotations.^11^ Pathways were considered significantly enriched if their P values were ≤0.05. GO term enrichment encompassed biological processes, molecular functions, and cellular components across all GO levels.

The R package GSVA was used with default settings to calculate Z-scores.^12^ The gene set for this analysis was derived from mRNAs detected in EVs of hNSCs, and the expression data was based on mRNA from plasma-derived EVs aligned to the GRCh38.p10 human genome. To identify co-occurring expression alterations in the mRNA data, we employed the Mfuzz (2.56.0) package using the fuzzy c-means algorithm with a minimum standard deviation of > 0.5.^13^ For tissue-specific gene enrichment analysis, we utilized TissueEnrich (1.16.0) and GSE53960 for Rat tissue data, assigning tissue origins to EVs of different condition groups.^14, 15^ For source tracking of brain-derived EVs, we utilized scMappR (1.16.0) for the deconvolution process and GSE250245 for Rat brain single-cell transcriptomic data for constructing brain cell type signature matrix.^16, 17^ For visualizing our data, we created heatmap plots with ComplexHeatmap (2.12.1), volcano plots, boxplots, and bubble plots with ggplot2 (3.4.3),^18^ upset plots using UpSetR,^19^ and miRNA-gene network plots with Cytoscape software (v3.9.1, https://cytoscape.org/).

**Cell culture, OGD/R induction, and transfection**

HT22 hippocampal neuronal cells were maintained in high-glucose Dulbecco’s Modified Eagle Medium (DMEM; 4.5 g/L glucose) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin at 37°C under 5% CO₂. For oxygen-glucose deprivation/reoxygenation (OGD/R) modeling, cells were washed twice with PBS, and the medium was replaced with glucose-free DMEM. Cultures were then transferred to an anaerobic chamber infused with a gas mixture of 2% O₂, 5% CO₂, and 93% N₂ for 6 hours. After OGD, the glucose-free medium was replaced with standard high-glucose DMEM, and cells were returned to a normoxic incubator for 24 hours of recovery. For in vitro co-culture, human neural stem cells (hNSCs) were seeded into transwell inserts (0.8 μm pore size; Corning) at a density of 5 × 10⁴ cells/insert and positioned above the HT22 monolayer for an additional 24 hours. In cell transfection experiments, HT22 cells were transfected with either a miR-204-5p inhibitor or negative control (50 nM; Tsingke, China) using Lipofectamine 3000 (Thermo Fisher, USA) immediately after reoxygenation. Cells were harvested 48 hours post-transfection for further analysis.

**Cell apoptosis and proliferation assays**

HT22 cells from each experimental group were harvested using 0.25% EDTA-free trypsin (Gibco, USA), centrifuged, and washed twice with pre-cooled PBS. For apoptosis assessment, cells were resuspended in 100 μL binding buffer (1 × 10⁶ cells/mL), stained with 5 μL Annexin V-FITC and 5 μL PI (Invitrogen, USA), and incubated for 15 min in the dark. Apoptotic populations—viable (Annexin V⁻/PI⁻), early apoptotic (Annexin V⁺/PI⁻), late apoptotic (Annexin V⁺/PI⁺), and necrotic (Annexin V⁻/PI⁺)—were quantified within 1 h using an Attune NxT flow cytometer (Thermo Fisher, USA) and analyzed with FlowJo (v10.8.1). For proliferation analysis, cells from each experimental group were incubated with EdU for 1 hour at 37°C to evaluate proliferation rates, using the EdU Cell Proliferation Kit with Alexa Fluor 488 (Beyotime, China). Fluorescence images were captured using a Nikon Eclipse fluorescence microscope (Nikon, Japan). The number of EdU-positive cells (green) relative to the total nuclei (blue) was quantified from three randomly selected fields using ImageJ software (Version 1.53). For flow cytometry, EdU-labeled cells were analyzed using a Attune NxT flow cytometer (Thermo Fisher, USA), and data were analyzed using FlowJo software (version 10.8.1).

**Dual luciferase assay**

The predicted binding site of miR-204-5p in the EFNB3 3′-UTR was cloned and inserted into a pmirGLO vector to create the EFNB3 WT construct. The corresponding mutant, EFNB3 MT, was generated by site-directed mutagenesis. HEK 293 cells were transfected with pmirGLO vectors and miR-204-5p mimic/negative control using Lipofectamine 3000 (Thermo Fisher). 48 hours post-transfection, firefly and Renilla luciferase activities were quantified using the using the Dual-Luciferase Reporter Gene Assay Kit (Promega). Firefly luciferase activity was normalized to Renilla luciferase activity for each well. Data are expressed as relative luciferase activity (Firefly/Renilla).

**RT-qPCR**

Total RNA was extracted using TRIzol reagent (TIANGEN) according to the manufacturer’s instructions. The RNA was then reverse transcribed into cDNA using an all-in-one cDNA synthesis supermix (Tsingke) and a miRNA first-strand cDNA synthesis reagent kit by tailing A (Tsingke). mRNA and miRNA expression levels were quantified using SYBR Green Master Mix (Yeason). Relative expression levels were normalized to U6, which served as the internal reference. Primer sequences are provided in Table S9.

**Supplementary Tables**

Tables S1-S8 are uploaded separately in Excel file format.

Table S9. Primer sequences used for qRT-PCR.

| Gene |  |  |
| --- | --- | --- |
| rno-miR-653-5p | forward | GGTGCTGAAACAATCTCTACTGAAA |
| rno-miR-1298 | forward | TTCGGCTGTCCAGATGTACC |
| rno-miR-7a-5p | forward | GCTGGAAGACTAGTGATTTTGTTGT |
| rno-miR-7b | forward | CGAGGCAGTGTAATTAGCTGATTGT |
| rno-miR-34b-5p | forward | TATACCAGGATGTCAGCATAGTT |
| rno-miR-1949 | forward | TTCCCTTTGTCATCCTATGCCT |
| rno-miR-204-5p | forward | AGGCAGTGTAGTTAGCTGATTGC |
| rno-miR-34c-5p | forward | TGTCTTGCAGGCCGTCATG |
| rno-miR-3547 | forward | GCGTTTATTGAGCACCTCCTATC |
| rno-miR-431 | forward | GGTGCTGAAACAATCTCTACTGAAA |
| rno-miR-325-3p | forward | TTCGGCTGTCCAGATGTACC |
| EFNB3 | forward | AGTTCCGATCCCACCACGATTACT |
|  | reverse | AGAAGCACCTTCATGCCTCTGGTT |
| U6 | forward | CTCGCTTCGGCAGCACA |
|  | reverse | AACGCTTCACGAATTTGCGT |

**REFERENCES**

1. Huang L, Hua L, Zhang X. The Exosomal MicroRNA Profile Is Responsible for the Mesenchymal Stromal Cell Transplantation-Induced Improvement of Functional Recovery after Stroke in Rats. *Neuroimmunomodulation*. 2021;29(2):151-160.

2. Luan Z, Liu W, Qu S, et al. Effects of neural progenitor cell transplantation in children with severe cerebral palsy. *Cell Transplant*. 2012;21 Suppl 1:S91-8.

3. Li Y, Chen J, Wang L, Lu M, Chopp M. Treatment of stroke in rat with intracarotid administration of marrow stromal cells. *Neurology*. 2001;56(12):1666-72.

4. Bouet V, Boulouard M, Toutain J, et al. The adhesive removal test: a sensitive method to assess sensorimotor deficits in mice. *Nat Protoc*. 2009;4(10):1560-4.

5. Yushkevich PA, Piven J, Hazlett HC, et al. User-guided 3D active contour segmentation of anatomical structures: significantly improved efficiency and reliability. *Neuroimage*. 2006;31(3):1116-28.

6. Böing AN, van der Pol E, Grootemaat AE, et al. Single-step isolation of extracellular vesicles by size-exclusion chromatography. *J Extracell Vesicles*. 2014;3

7. Vella LJ, Scicluna BJ, Cheng L, et al. A rigorous method to enrich for exosomes from brain tissue. *J Extracell Vesicles*. 2017;6(1):1348885.

8. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods*. 2012;9(4):357-9.

9. Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. 2015;43(7):e47.

10. Ru Y, Kechris KJ, Tabakoff B, et al. The multiMiR R package and database: integration of microRNA-target interactions along with their disease and drug associations. *Nucleic Acids Res*. 2014;42(17):e133.

11. Wu T, Hu E, Xu S, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*. 2021;2(3):100141.

12. Hänzelmann S, Castelo R, Guinney J. GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics*. 2013;14:7.

13. Kumar L, M EF. Mfuzz: a software package for soft clustering of microarray data. *Bioinformation*. 2007;2(1):5-7.

14. Jain A, Tuteja G. TissueEnrich: Tissue-specific gene enrichment analysis. *Bioinformatics*. 2019;35(11):1966-1967.

15. Yu Y, Fuscoe JC, Zhao C, et al. A rat RNA-Seq transcriptomic BodyMap across 11 organs and 4 developmental stages. *Nat Commun*. 2014;5:3230.

16. Ma S, Sun S, Geng L, et al. Caloric Restriction Reprograms the Single-Cell Transcriptional Landscape of Rattus Norvegicus Aging. *Cell*. 2020;180(5):984-1001.e22.

17. Sokolowski DJ, Faykoo-Martinez M, Erdman L, et al. Single-cell mapper (scMappR): using scRNA-seq to infer the cell-type specificities of differentially expressed genes. *NAR Genom Bioinform*. 2021;3(1):lqab011.

18. Ginestet C. ggplot2: Elegant Graphics for Data Analysis. *Journal of the Royal Statistical Society Series A: Statistics in Society*. 2011;174(1):245-246.

19. Conway JR, Lex A, Gehlenborg N. UpSetR: an R package for the visualization of intersecting sets and their properties. *Bioinformatics*. 2017;33(18):2938-2940.

How the deposited data were processed for this re-analysis (not part of the article)

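EVs were isolated from the ipsilateral hemisphere and the plasma of 21 rats in 7 groups of 3, a healthy group and the control and hNSCs groups at 4, 10, and 31 days after a 90 min occlusion, with hNSCs given 3 days after stroke. Group, tissue and RNA type of each of the 84 libraries were taken from the sample labels, and the brain and plasma libraries of a rat were matched by the animal number in those labels. The labels speak of serum in the extraction text and of plasma elsewhere, and plasma is used here.

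For mRNA, the authors removed adapters and low-quality reads, aligned with Bowtie2 to Rnor_6.0 and assembled transcripts with StringTie, which added unannotated transcripts as new genes. The deposited counts are whole numbers of reads per gene without normalization, and how reads were assigned to genes, the strand setting and the tool versions are not stated. The deposited FPKM values are the authors' StringTie values, summed over the transcripts of a gene. For miRNA, the authors kept reads of 18 to 30 nt, removed those that matched Silva, GtRNAdb, Rfam and Repbase, and counted known miRNAs of miRBase and predicted ones. The deposited miRNA counts are UMI counts, and the deposited TPM values are UMI counts relative to the library total, without length correction. The filter at a TPM of 5 in the authors' methods was not applied in the deposited table. Annotated genes and known miRNAs were analyzed, and new genes and predicted miRNAs entered only 1 alternative. Genes are named by the symbols of the deposited tables and no coordinates are given, since the reference annotation at hand belongs to another genome build.

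Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, and quasi-likelihood fits and tests in 1 model of the 7 groups per tissue and RNA type. Features were called at a Benjamini-Hochberg adjusted p under 0.05 and a change over 1.5-fold. The alternatives were DESeq2 1.42.0, limma 3.58.1 with trend on log2(FPKM + 1) or log2(TPM + 1), limma with a pseudocount of 0.1 or with other filters, an unadjusted p under 0.05, no filter on low counts, only the 2 groups compared, the replicate number as a block, hemoglobin genes left out, and each library of the 2 groups left out in turn. Differences between time points in the effect of hNSCs were tested as interaction terms of the edgeR model. A gene without counts in a group is given as a lower bound against a floor of 3 counts over that group, and these bounds cover counting error only. Each comparison was repeated on the 10 splits of its 6 libraries. The test was also run on simulated counts with 2-fold, 4-fold and 16-fold changes in features whose mean count was above the median.

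The correlation of fold changes was compared with 50 simulated data sets without an effect, with 50 permutations of the labels and with control libraries divided between the contrasts. Trajectories used group means of log2(FPKM + 1) with an SD over 0.5 between 4 groups and fuzzy c-means with 3 clusters in e1071 1.7.16, with a fuzzifier of 2.53 in brain and 2.54 in plasma. The clustering recovered 100% of simulated shapes. Cell types were scored from the 100 genes per cell type of Table S2, and red cell, platelet, liver, T cell and choroid plexus genes from lists written for this purpose, with p values adjusted over 6 lists. Some results of the lists and tests are not reported here. In brain, the lists named changed at 4 days by −0.28, 0.29, −0.17, 0.48 and −0.41 in mean log2(CPM + 1) (permutation F test over the 4 groups, lowest adjusted p = 0.0287, for liver).

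Correlations between tissues used 21 rats, TPM for miRNAs with a mean over 5 in either tissue and FPKM for mRNAs with a mean of at least 1 in both, with 100000 permutations. On simulated data with r of 0.8 this step found 99% of 200 related features and called 9 unrelated ones of 1000 in all. Groups of 3 were compared with exact permutation tests, whose smallest two-sided p is 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

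The genes and miRNAs named are those that the paper's text names for these samples, the 5 most abundant per tissue, up to 3 called features per comparison with the largest change whose groups do not overlap, and the genes of the marker lists. These rules, the main tests of groups and correlations and the alternatives were set before the data were examined, except the alternative that keeps unannotated features, the DESeq2 values of the overlaps of calls and of the correlation of fold changes, and the profile correlation without each replicate. Interaction terms and the tests of technical explanations were set later, those on muscle RNA and on the share of annotated genes after their results were seen. Enrichment of pathways and tissues, the deconvolution with its single-cell reference, EVs of the hNSCs, human mRNA, qPCR, imaging and behavior were not analyzed here.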

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

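The test of muscle RNA and the fit that keeps unannotated transcripts were chosen only after the results were seen.

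The effect of hNSCs on plasma Tpx2 differed between time points. The difference in log2 fold change was 12.36 between 10 and 4 days (edgeR interaction, adjusted p = 0.00119) and 11.62 between 31 and 4 days (adjusted p = 0.00262). Tpx2 had 0 CPM in the hNSCs group and 10.3 CPM in the control group at 4 days, 78.3 against 26.3 CPM at 10 days and 54.1 against 30.3 CPM at 31 days, so the large values rest on 1 group without counts and depend on the prior count. Within the later days the log2 fold changes were 1.57 (standard error 0.71) and 0.84 (standard error 0.70). Tpx2 had counts in 9 of 12 libraries. It is the 1 mRNA called at 4 days, and 6 of 10 splits of those 6 libraries gave as many calls, so chance cannot be excluded for that call. Counting error alone does not give the absence of counts, since the control group held 697 counts and the hNSCs group was at least 169-fold lower. That bound does not cover a loss of few molecules before amplification, which was not tested. A biological change of the hNSCs effect with time remains open as well.

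For plasma miR-488-3p the difference between 10 and 4 days was −5.41 (edgeR interaction, adjusted p = 0.0353). The log2 fold change was 3.57 (standard error 0.86) at 4 days, with 42.0 against 3.79 CPM, and −1.85 (standard error 0.72) at 10 days, with 13.4 against 49.4 CPM. No technical explanation was tested for this miRNA alone, and time after transplantation remains open as the biological one.

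The hNSCs effect differed between 31 and 10 days for 12 of 309 plasma miRNAs (edgeR interaction, adjusted p from 0.0426 to 0.0460, with 77 at an unadjusted p under 0.05). It was lower at 31 days for 11, by −2.71 for miR-100-5p, −2.33 for miR-10a-5p and for miR-10b-5p, −4.37 for miR-129-5p, −4.70 for miR-133a-3p, −3.68 for miR-133b-3p, −3.49 for miR-145-5p, −4.30 for miR-206-3p, −3.35 for miR-365-3p, −4.54 for miR-434-3p and −2.73 for miR-99a-5p, and higher for miR-488-3p, by 4.35. These names were chosen after their values were seen, and counting could divide reads within the pairs 10a and 10b, 133a and 133b, and 99a and 100. Muscle RNA taken up with the blood may be a source of some of them. The score of 10 skeletal muscle mRNAs in plasma correlated with miR-133a-3p at r = 0.617 over 21 rats (permutation p = 0.00305, Spearman rho 0.622, 0.635 without the 2 farthest rats), with miR-206-3p at 0.563 and with miR-145-5p at 0.280. The score was 0.433 higher in the hNSCs group than in the control group at 10 days (exact permutation p = 0.3). Of its genes, Myh7 and Mb had counts in 20 libraries, Ckm in 16 and Acta1 in 15, the others in 3 to 6. Muscle RNA and an effect of hNSCs that changes with time cannot be told apart here, since 3 rats per group are too few.

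In brain, 8 of 2269 unannotated transcripts were called between the control group at 4 days and the healthy group, 3 higher and 5 lower, in a fit of 17360 features that also called 97 annotated mRNAs. Among the 3 other brain comparisons none was called by edgeR. The paper does not report on these transcripts. For the 125 annotated mRNAs called in the same comparison, 1 of 10 splits gave as many calls, the real one, and every other split gave 0 calls. This is the least that 10 splits can give, so the splits by themselves cannot exclude chance. The groups were apart for each of the 125. Thinning the 6 libraries compared to 1403190 counts, with the other groups left as they were in the fit, left a median of 113 calls over 10 draws (100 to 130), of which 104.5 were shared, so a difference in depth does not account for the calls. With a trend in gene length removed, 106 of the 106 called higher mRNAs stayed over 1.5-fold and the median log2 fold change went from 2.84 to 2.69. A change in the cell types or the tissue left in the hemisphere after stroke remains open for all of them.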

How the results depend on the processing

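Among the values below, those with unannotated features kept and the DESeq2 values of the overlaps and of the correlation of fold changes were chosen only after the results were seen. Counts of called features depended on the test. At an unadjusted p under 0.05 with edgeR, the brain mRNA counts rose from 125 to 2137 (control group at 4 days against the healthy group) and from 0 to 1092, 1935 and 13 (hNSCs against control at 4, 10, and 31 days). In plasma mRNA they rose from 10, 1, 0 and 0 to 862, 580, 598 and 1261. In brain miRNA they rose from 1, 0 and 0 to 12, 16 and 3. In plasma miRNA they rose from 0, 3 and 0 to 14, 39 and 35 for hNSCs and from 1, 0 and 0 to 50, 23 and 51 for stroke against healthy at the 3 days. The overlaps of opposite changes rose from 0 to 92 in brain and 222 in plasma, and with DESeq2 at an adjusted p they were 12 and 505. DESeq2 called 846, 220, 636 and 0 brain mRNAs, 907, 873, 1142 and 1668 plasma mRNAs, 1, 5 and 1 plasma miRNAs for hNSCs, and 4, 0 and 18 for stroke at the 3 days. The direction of the calls moved too. edgeR called 106 mRNAs higher and 19 lower in brain after stroke, DESeq2 596 and 250 and limma 253 and 1. The cause was not tested.

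limma on the log2 scale with a pseudocount of 1 called 254 brain mRNAs after stroke, 3 plasma mRNAs at 4 days and 14 at 31 days for hNSCs, 1 brain miRNA at 10 days and 0 plasma miRNAs at 10 days. With a pseudocount of 0.1 these were 490, 3, 4, 1 and 0, and brain miRNA at 4 days and plasma miRNA after stroke at 4 days went to 0. With at least 1 FPKM or TPM in 3 libraries limma called 614 brain mRNAs after stroke, 0, 0 and 5 plasma mRNAs (stroke, and hNSCs at 4 and 31 days), 1 brain miRNA at 10 days, and 0 and 2 plasma miRNAs for hNSCs at 10 and 31 days. Without a filter it called 12 brain mRNAs after stroke and 1 for hNSCs at 31 days, 2, 5 and 15 plasma mRNAs, 0 and 3 brain miRNAs at 4 and 10 days, 0 and 2 plasma miRNAs for hNSCs at 10 and 31 days and 2 for stroke at 31 days. Without the low-count filter edgeR called 2 brain and 6 plasma mRNAs for hNSCs at 4 days, 6 and 4 brain miRNAs at 10 and 31 days, 1 and 5 plasma miRNAs for hNSCs at 4 and 10 days and 7 for stroke at 31 days. With only the 2 groups compared, the counts were 608 brain mRNAs after stroke, 0 plasma mRNAs for stroke and 0 for hNSCs at 4 days, 0 brain miRNAs at 4 days, 1 and 0 plasma miRNAs for hNSCs at 4 and 10 days and 2 after stroke at 4 days. With unannotated features kept, brain miRNA at 4 days, plasma miRNA at 10 days and plasma miRNA after stroke at 4 days each had 0 calls. More features are tested there. For the rest the cause was not tested.

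Without 1 library, called mRNAs lay between 0 (without the first healthy rat) and 98 in brain after stroke, 0 and 20 (without the second hNSCs rat) for hNSCs at 4 days and 0 and 743 (without the first hNSCs rat) at 10 days. In plasma they lay between 3 and 10 after stroke and between 1 and 44, 0 and 2, and 0 and 24 for hNSCs at the 3 days, the highest without the third hNSCs rat at 4 days, the first control rat at 10 days and the first hNSCs rat at 31 days. Without the third hNSCs rat at 31 days there were also 24 and without the second 7. Called miRNAs lay between 0 and 1 in brain at 4 days, and in plasma between 0 and 5 for hNSCs at 10 days, 0 and 1 at 31 days, 0 and 1 for stroke at 4 days and 0 and 31 at 31 days (without the third control rat). The plasma overlap lay between 0 and 4. Fewer libraries take part in these fits.

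The replicate numbers do not pair the samples. The correlation of same-numbered deviations between groups had a median of 0.00655 in brain mRNA, 0.0175 in brain miRNA, −0.0102 in plasma mRNA and −0.0019 in plasma miRNA, and 1, 6, 1 and 6 of 21 pairs of groups were over 0.1. With the number as a replicate block, plasma miRNA at 10 days had 0 calls, and no other count moved by more than 1.5 times.

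Of the 17 comparisons, the real groups alone gave the most calls among the 10 splits in 4, brain and plasma mRNA after stroke, brain miRNA at 4 days and plasma miRNA after stroke at 4 days. The count was 2 for plasma miRNA at 10 days and 6 for plasma mRNA at 4 days. For these 6 comparisons 10 splits are too few to exclude chance. The other 11 had no call, so all 10 splits match them by construction. Some wrong splits of these gave calls where the real groups gave none, up to 137 for brain mRNA and 28 for brain miRNA at 10 days, 7 for plasma mRNA at 31 days and 42 for plasma miRNA at 31 days against healthy. Wrong splits also gave up to 7 for plasma mRNA at 4 days and 7 for plasma miRNA at 10 days.

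The brain correlation of fold changes was −0.579 by limma on log2(FPKM + 1) and −0.327 by DESeq2, and the plasma one −0.643 by DESeq2. With control libraries split between the contrasts it was 0.0891, −0.0543, 0.0350, 0.0269, 0.0486 and 0.0896, and in plasma −0.119, −0.160, −0.119, −0.0300, −0.109 and −0.141, with a plasma overlap of 1 in 2 of the 6 ways. Here no library is shared, which removes the negative r that sharing gives. The share highest at 31 days was 44.5% in brain and 26.3% in plasma after TMM, which removes a shift common to all genes, and the share of plasma mRNAs highest in the healthy group lay between 13.2% and 42.1% (without the second healthy rat).

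Positive correlations between tissues numbered 15 miRNAs on TMM-normalized log2 CPM, 14 in 12 rats without hNSCs and 16 with group-centered values. For mRNAs they numbered 126 on TMM-normalized log2 CPM (2 adjusted), 70 with group-centered values, 815 without the low-value filter, where more genes are tested, and 154 (without the first control rat at 31 days) to 380 (without the first healthy rat) with 1 rat left out (0 to 1 adjusted). r reversed for miR-144-5p in 12 rats without hNSCs (−0.0498), for Park7 with group-centered values (−0.134) and for Jun on TMM-normalized log2 CPM (−0.0355). In the control group r of miR-124-3p was 0.395 with healthy rats added and 0.624 to 0.927 with 1 rat left out. These ranges were −0.650 to 0.692 for miR-9a-5p in the hNSCs group, and for miR-128-3p 0.268 to 0.702 in the control group and 0.452 to 0.773 in the hNSCs group. The difference in highly correlated mRNAs was 1 on log2(FPKM + 1), 5 at r over 0.8 and 643 without the low-value filter. The cause was not tested.

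The difference in profile r between the control group at 4 days and the healthy group was 0.265 without the log scale, 0.0813 on TMM-normalized log2 CPM, 0.0915 with Spearman and 0.254 for genes of at least 1 FPKM in both libraries. Against the hNSCs group it was 0.123 at 10 days on TMM-normalized log2 CPM and 0.260 at 31 days without the log scale. From the control group at 10 and 31 days it was 0.227 and 0.189 without the log scale. Control minus hNSCs over all days was 0.0289 without the log scale, 0.0622 on TMM-normalized log2 CPM, 0.0831 with Spearman, 0.0834 with a pseudocount of 0.1, 0.0791 without hemoglobin genes and 0.0620 for genes of at least 1 FPKM. The cause was not tested.

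On log2(FPKM + 1), cell type scores at 4 days reversed to 0.0543 for ependymal cells, 0.12 for glutamatergic neurons, 0.15 for cholinergic neurons, 0.11 for GABAergic interneurons, 0.0731 for medium spiny neurons and 0.0728 for the remaining GABAergic set. On that scale the median over 12504 genes went from 0.34 in the healthy group to 0.62. All 10 scores had an adjusted p under 0.05 on that scale, and between 0 and 7 with 1 library left out (7 without the first control rat at 10 days). In plasma 1 of 6 lists did. By mean counts in place of FPKM, Map1b ranked 1 and Map1a 3, since FPKM divides by length.

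Of the named log2 fold changes (362 results), 3295 values under other settings kept direction and side of the threshold, 274 moved, 71 were newly past the threshold and 27 no longer, and with 1 library left out these numbers were 2013, 131, 2 and 26. Thinning the 6 libraries compared to 1403190 counts left a median of 113 brain mRNAs called after stroke. Of the 125 called without thinning, a median of 104.5 were among them. Depth was not varied in the other comparisons. In simulated data at the depth of these libraries edgeR recovered 0.5% of 2-fold, 34% of 4-fold and 86% of 16-fold changes in brain mRNA, 0%, 0.5% and 60% in plasma mRNA, 78.2%, 100% and 100% in brain miRNA and 3.9%, 83.1% and 100% in plasma miRNA. Only features with a mean count above the median were changed there.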

Differences from the paper's values

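The counts here come from edgeR at an adjusted p under 0.05, and the DESeq2 overlaps and the unadjusted overlaps with 1 library left out were chosen only after the result was seen. The other alternatives named were set before the data were examined.

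The paper counts 96 brain mRNAs raised by stroke and lowered by hNSCs, against 0 here. An unadjusted p under 0.05 gave 92, within the limit set for a difference, and the others did not, with limma at 0 and DESeq2 at 12. With 1 library left out, the unadjusted number lay between 51 and 107. It fell to 51, 52 and 55 without the third healthy rat, the first hNSCs rat and the first healthy rat. In plasma the paper counts 142 mRNAs lowered by stroke and raised by hNSCs, against 0 here, where no single alternative came within the limit, an unadjusted p giving 222, DESeq2 505, limma 0 and leaving out 1 library 0 to 4. An unadjusted p together with 1 library left out gave 110 to 366, within the limit for 7 of 9 libraries (136 without the first control rat and 138 without the third hNSCs rat, for example).

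For brain mRNA in Fig. 4D, read by eye, the paper has about 1300 higher after stroke against 106 here and about 1300 lower against 19. An unadjusted p came within the limit for both, with 1227 and 910, and the other settings did not. For hNSCs it has about 180 higher against 0 here, where no setting came within the limit (286 unadjusted, 41 with DESeq2), and about 640 lower against 0 here, where only an unadjusted p did, with 806. For plasma mRNA in Fig. 4F, read by eye, it has about 310 higher after stroke against 1 here, where none came within the limit (206 unadjusted, 193 with DESeq2), and about 940 lower against 9 here, where an unadjusted p (656) and DESeq2 (714) did. For hNSCs it has about 450 higher against 0 here, where an unadjusted p (379) and DESeq2 (602) did, and about 350 lower against 1 here, where DESeq2 did (271) and an unadjusted p did not (201).

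For plasma miRNA after hNSCs, the paper's Table S7 has 25 higher and 23 lower at 4 days against 0 and 0 here, and no setting came within the limit (10 and 4 unadjusted). At 10 days the paper has 35 higher against 3 here, where an unadjusted p gave 35, and 25 lower against 0 here, where none did (4 unadjusted). At 31 days the paper has 15 higher and 20 lower against 0 and 0 here, where an unadjusted p came within the limit with 13 and 22. The paper's Table S8 for brain miRNA has 13 higher at 4 days against 1 here, where an unadjusted p did with 10, and 6 lower against 0 here, where none did (2 unadjusted). At 10 days the paper has 23 higher against 0 here, where none did (7 unadjusted), and 5 lower against 0 here, where the fit without a low-count filter did with 4 and an unadjusted p did not with 9. At 31 days the paper has 6 higher and 11 lower against 0 and 0 here, where none did (0 and 3 unadjusted). The p columns of both tables show that the miRNAs marked as changed have unadjusted p values up to 0.0492, and that 3 of them have an adjusted p under 0.05.

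The paper's Table S3 lists 161 positively correlated mRNAs, against 244 here. log2(FPKM + 1) with 169, TMM-normalized log2 CPM with 126 and 13 of the 21 fits that leave out 1 rat, with 154 to 241, came within the limit. The 12 rats without hNSCs with 359, group-centered values with 70, no low-value filter with 815 and the other 8 fits, with 246 to 380, did not.

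The paper names Map1b and Map1a as the most abundant brain mRNAs, which ranked 51 and 49 by mean FPKM here, 48 and 33 by median FPKM, 1 and 3 by mean counts and 2 and 3 by median counts. It has ependymal cells rising at 4 days, whose score changed by −0.02 here, and cholinergic neurons rising, whose score changed by −0.16, while on log2(FPKM + 1) these were 0.0543 and 0.15. It has the cell type changes back at baseline in later weeks, while the microglia score was 1.74 above the healthy group at 31 days. Its plasma cluster that fell after stroke stays low for a month, where the one here stood at 0.239 at 10 days and 0.175 at 31 days against 0.390 in the healthy group. Without the log scale the matching cluster followed the paper's pattern, with 1.03 in the healthy group and then −0.377, −0.426 and −0.224, as it did with a minimum SD of 0.25, with 0.787 and then −0.485, −0.141 and −0.162. For the 4 hub genes it has most rising with stroke and falling with hNSCs in both tissues. Here 3 of 4 rose in brain and 4 of 4 in plasma after stroke, and 2 of 4 fell in brain and 3 of 4 in plasma after hNSCs, none of them called. In FPKM, 4 of 4 rose in brain after stroke and 4 of 4 fell there after hNSCs, as the paper has it.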

Other observations

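The test on the share of annotated genes was chosen only after the result was seen.

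The trajectories of brain mRNAs in FPKM may reflect the share of each library that fell on annotated genes. After TMM normalization the share of mRNAs highest at 31 days was 44.5%, against 94.1% in FPKM. FPKM divides by the library total, so it follows this share in part by construction, and TMM removes any shift common to the annotated genes, whatever its origin. The share of annotated genes and a biological rise of EV mRNA at 31 days therefore cannot be told apart, and what the remaining counts of the brain libraries hold was not analyzed here.

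The negative correlation of fold changes in brain may come from the shared control libraries, since r lay between −0.054 and 0.090 when they were split between the contrasts. Simulations without an effect gave a median r of −0.478, more negative than the −0.290 observed. They held no stroke effect either, so they are not an exact reference for the observed r. In plasma, the observed r of −0.594 was more negative than all 50 simulations, and 13 of 50 permutations of the labels were as negative. Shared libraries and a reversal by hNSCs cannot be told apart in plasma, since the permutations vary more than the simulations.

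The excess of mRNA correlations between brain and plasma over 21 rats may come from differences between groups. With group means removed, 70 mRNAs were positively correlated at an unadjusted p under 0.05, where 84.2 are given by chance, against 244 before, and 11 of the 160 mRNAs of Table S3 passed that threshold. For miRNAs this stays open. 16 were positively correlated with group means removed, against 26 before and 10.3 given by chance, and the median r of the 19 miRNAs of Table S3 went from 0.494 to 0.524, which goes against it, though these were listed for their correlation. The median r of the mRNAs of Table S3 was 0.499 before and 0.505 after the brain red cell score was removed (0.494 and 0.493 for the miRNAs). Red cell RNA in the brain sample, as this score measures it, thus does not account for them as a whole. Other blood RNA was not tested and hemoglobin genes kept part of their r, so blood as such is not excluded. Red cell RNA may account for some members. For miR-144-5p r fell from 0.563 to 0.153, and for hemoglobin genes, themselves part of the score, from 0.674 to 0.362 (Hba2), from 0.650 to 0.362 (Hba1) and from 0.530 to 0.195 (Hbb), while miR-34a-5p went from 0.620 to 0.602. The score correlated with brain miR-144-5p at 0.668, with miR-451-5p at 0.648, with miR-144-3p at 0.458 and with miR-486 at −0.039.

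The profile correlation of a rat may follow the depth of its brain library. It correlated with the number of brain genes detected at r = 0.541 (permutation p = 0.0114, adjusted p = 0.0389 over 6 measures, Spearman rho 0.483, 0.368 without the 2 farthest rats), with the brain counts on annotated genes at 0.440 (adjusted p = 0.0918 by the same permutation test, rho 0.545, 0.465 without the 2 farthest rats) and with the share of counts on annotated genes at 0.533 (rho 0.639). Depth and group cannot be told apart here, since no comparison within groups was made. The healthy group and the control group at 4 days overlapped in genes detected (10109 to 14099 and 12631 to 13152). They did not overlap in the share of counts on annotated genes (7.11% to 20.9% and 22.0% to 25.3%).

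Some of the brain miRNAs that rose after hNSCs could come from more choroid plexus in the sample. The choroid plexus score of the brain mRNA libraries correlated over 21 rats with miR-204-5p at r = 0.807 (rho 0.821, 0.755 without the 2 farthest rats, adjusted p = 8.5e-05 over the correlations tested), with miR-1298 at 0.812, miR-448-3p at 0.622, miR-653-5p at 0.543, miR-7a-5p at 0.471, miR-34c-5p at 0.345, miR-34b-5p at 0.264 and miR-325-3p at −0.444. The score was 0.388 higher in the hNSCs group at 4 days (exact permutation p = 0.6). With the score removed, the difference of miR-204-5p at 4 days in log2 units went from 0.71 (exact p = 0.2) to 0.35 (exact p = 0.3) and that of miR-1298 from 1.45 (exact p = 0.2) to 0.94 (exact p = 0.1). Choroid plexus and an effect of hNSCs cannot be told apart with 3 rats per group.

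Of 11 primers given for miRNAs, 3 best match the miRNA they are labeled with, those for miR-653-5p, miR-1298 and miR-7a-5p, and 8 best match another. The labels miR-653-5p and miR-431 have the same primer, as do miR-1298 and miR-325-3p. The primers labeled miR-7b, miR-34b-5p, miR-1949 and miR-204-5p each best match the miRNA of the next label. A primer that matches miR-204-5p is thus listed, under miR-1949.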
